# The impact of endotrophin on the progression of chronic liver disease

**DOI:** 10.1038/s12276-020-00520-8

**Published:** 2020-10-27

**Authors:** Min Kim, Changhu Lee, Dae Yun Seo, Hyojung Lee, Jay D. Horton, Jiyoung Park, Philipp E. Scherer

**Keywords:** Metabolic syndrome, Biological techniques

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is the most common liver disease and can lead to multiple complications, including non-alcoholic steatohepatitis (NASH), cirrhosis, and hepatocellular carcinoma. The fibrotic liver is characterized by the pathological accumulation of extracellular matrix (ECM) proteins. Type VI collagen alpha3 (Col6a3) is a biomarker of hepatic fibrosis, and its cleaved form, endotrophin (ETP), plays a critical role in adipose tissue dysfunction, insulin resistance, and breast cancer development. Here, we studied the effects of the Col6a3-derived peptide ETP on the progression of chronic liver diseases, such as NASH and liver cancer. We used a doxycycline (Dox)-inducible liver-specific ETP-overexpressing mouse model on a NAFLD-prone (liver-specific SREBP1a transgenic) background. For this, we evaluated the consequences of local ETP expression in the liver and its effect on hepatic inflammation, fibrosis, and insulin resistance. Accumulation of ETP in the liver induced hepatic inflammation and the development of fibrosis with associated insulin resistance. Surprisingly, ETP overexpression also led to the emergence of liver cancer within 10 months in the SREBP1a transgenic background. Our data revealed that ETP can act as a “second hit” during the progression of NAFLD and can play an important role in the development of NASH and hepatocellular carcinoma (HCC). These observations firmly link elevated levels of ETP to chronic liver disease.

## Liver disease: Collagen fragment spurs liver inflammation and fibrosis

Localized buildup in the liver of a collagen-derived cleavage fragment plays a critical role in accelerating the development of tissue scarring and liver cancer in mice. Using a transgenic mouse model of fatty liver disease, a team led by Philipp Scherer from the University of Texas Southwestern Medical Center, Dallas, USA, and Jiyoung Park of Ulsan National Institute of Science and Technology, South Korea, showed that liver-specific accumulation of a collagen fragment known as endotrophin leads to activation of inflammatory and fibrotic pathways. The mice subsequently develop metabolic dysfunction, insulin resistance and, with time, cancerous nodules in the liver. The findings suggest that endotrophin accumulation, when it occurs in liver tissue that already contains large depositions of fat, can overwhelm normal liver physiology and accelerate organ damage.

## Introduction

On average, 25% of the population suffers from non-alcoholic fatty liver disease (NAFLD), which is one of the most common liver diseases and is associated with insulin resistance and metabolic syndrome^1^. Early-stage NAFLD usually does not cause any symptoms, but sustained liver damage induced by NAFLD can lead to serious liver disease, including non-alcoholic steatohepatitis (NASH), cirrhosis, and HCC. NASH is characterized by inflammation, immune cell infiltration, and hepatocellular damage in the presence of NAFLD. This disease state is also a known factor that can lead to hepatic fibrosis and liver cancer. HCC was the fourth leading cause of cancer-related deaths from 1980 to 2015 worldwide^2^, and hepatocellular carcinoma (HCC) is the end stage of chronic liver disease, with major risk factors, including viral infections (hepatitis viruses), alcohol intake, NAFLD, and several toxins^3,4^. For the most part, the development of HCC occurs on a background of chronic liver injuries, such as hepatic inflammation and fibrosis in humans^5^.

Collagen type 6 (COL6) is a type of collagen that is made up of three chains (a1, a2, and a3) that are secreted into the extracellular region. Col6 levels are positively associated with the degree of liver fibrosis in NASH^6,7^. Specifically, Col6a3 is associated with metabolic disease and several cancers. Furthermore, COL6A3 expression in adipose tissue was associated with insulin resistance in humans^8^, and human adipocyte-specific COL6A3 knockdown resulted in the development of a unique state of inflammatory resistance via the suppression of MCP1 induction^9^. COL6A3 has also been proposed to be an important marker of colorectal cancer and to serve as a predictive marker of poor prognosis^10^.

Endotrophin (ETP) corresponds to a carboxy-terminally cleaved peptide of COL6A3 that plays a pivotal role in the pathogenesis of metabolic dysfunction and the initiation and progression of various cancers^11,12^. In particular, ETP levels in adipose tissues are increased in obesity, which is accompanied by insulin resistance, and are positively associated with adipose tissue fibrosis and inflammation^12^. Moreover, ETP plays a critical role in cancer settings and can accelerate malignant breast cancer growth^11,13^; accordingly, it is highly expressed in breast cancer and a murine model of chemically induced liver cancer^11,14^. Several reports have shown that the ETP level is an important clinical parameter that correlates with a number of different disease states. Recent studies have shown that increased serum ETP levels are associated with increased mortality in chronic kidney disease^15^, and ETP can be a predictive biomarker for the response to antidiabetic insulin-sensitizer treatments^16^. Inhibition of ETP could improve the therapeutic response to cisplatin-thiazolidinedione combination therapy^17^. Furthermore, ETP promoted diethylnitrosamine (DEN)-induced HCC progression and carbon tetrachloride (CCl_4_)-induced liver injury through JNK activation^14^. However, little is known about its role in the progression of chronic liver diseases accompanied by severe steatosis. In this study, we investigated the roles of ETP in the progression of diseases such as hepatic inflammation, fibrosis and HCC. We generated mice overexpressing ETP exclusively in hepatocytes based on a doxycycline (Dox)-inducible Tet-ON system. Severe NAFLD conditions were achieved by crossing liver-specific ETP-overexpressing mice with liver-specific SREBP1a transgenic mice. We hypothesized that the combination of a heavily steatotic model induced by ectopic overexpression of the transcription factor SREBP1a with the potently profibrotic endotrophin molecule would lead to the progression to HCC in a clinically meaningful way.

## Materials and methods

### Animals

The animal care and experimental protocols were approved by the Institutional Animal Care and Use Committee of the UT Southwestern (UTSW) Medical Center at Dallas, TX, USA and the UNIST, Ulsan, South Korea. Liver-specific albumin (Alb)-Cre and Rosa26-loxP-STOP-loxP-rtTA (Rosa rtTA) mice were obtained from The Jackson Laboratory (Bar Harbor, ME). TRE-ETP mice were generated as described previously^12^. These two lines were backcrossed to the FVB strain for >10 generations. Alb-Cre transgenic mice were bred with Rosa26-loxP-stop-loxP-rtTA mice to obtain animals with liver-specific rtTA expression^14^. These mice were subsequently crossed with TRE-ETP transgenic mice. The resulting triple transgenic mice expressed ETP in the liver only after exposure to Dox in an SREBP1a-transgenic mouse background (expressing human SREBP1a (amino acid 1–460) under the control of the rat *PEPCK* promoter). SREBP1a-Tg (S1a) mice were described previously^18–20^. After genotyping, male mice were randomly assigned to different groups. All experiments were conducted using littermate-controlled mouse cohorts. We fed all groups of mice a Dox-containing normal diet (200 mg/kg of doxycycline, Research Diet, New Brunswick, NJ) at 6 weeks of age until the end of the experiment. The mouse groups used in this experiment were as follows: Alb/Ctrl (Alb-Cre^+/−^;Rosa rtTA^+/−^), Alb/ETP (Alb-Cre^+/−^;Rosa rtTA^+/−^;TRE-ETP^+/−^), S1a/Ctrl (Alb-Cre^+/−^;Rosa rtTA^+/−^;S1a^+/−^), and S1a/ETP (Alb-Cre^+/−^;Rosa rtTA^+/−^;TRE-ETP^+/−^;S1a^+/−^).

### Histological and serological analysis

Tissues were excised and fixed in 10% formalin solution and then stored in 50% ethanol. Embedding, processing, and staining of the tissue samples were performed by the UTSW Molecular Pathology Core or a company (Histoire, Seoul, Korea). For the liver function tests, albumin (ALB), alkaline phosphatase (AlkP), blood urea nitrogen (BUN), bilirubin, aspartate transaminase (AST), and alanine transaminase (ALT) were measured with a VITROS analyzer (Ortho Clinical Diagnostics) in the UTSW metabolic core. Anti-Ki67 (Diagnostic BioSystems, Pleasanton, CA), anti-alpha-SMA (Abcam, Cambridge, UK), anti-F4/80 (Sigma, St. Louis, MO), and anti-myeloperoxidase (Abcam) antibodies were used at a 1:200 dilution for immunohistostaining. The signals were detected with the Lab Vision™ UltraVision™ LP Detection System (Thermo Scientific, Waltham, MA). Apoptosis in paraffin-embedded liver sections was quantitated by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) Kit (Merck, Burlington, MA) according to the manufacturer’s instructions.

### Lipid measurements

Serum FFA and total cholesterol (Chol) were determined using kits purchased from Wako Diagnostics (Mountain View, CA) and Thermo Fisher (Waltham, MA), respectively. Hepatic triacylglycerol (TG) was measured as previously described^21^.

### Oral glucose and insulin tolerance test

The mice were fasted for 5 h, and blood samples were collected from the tail after the injection of glucose (2.5 g/kg) orally or insulin (0.75 U/kg) intraperitoneally. The blood samples were collected at the indicated time points as previously described^22^.

### ELISA and immunoblotting

ELISA kits for α-fetoprotein (AFP) and TGFβ were purchased from R&D Systems (Minneapolis, MN). Circulating insulin levels were determined using an ELISA kit from APLCO (Salem, NH). A GOLM1 kit was obtained from LSBio (Seattle, WA). The absorbance was measured according to the manufacturers’ manual. Collected liver specimens were homogenized (20 mM Tris (pH 7.4), 5 mM EDTA, 1% NP40, 10 mM Na_4_P_2_O_7_, 100 mM NaF, 2 mM Na_3_VO_4_, 5 μg/mL aprotinin, 5 μg/mg leupeptin, 1 mM phenylmethylsulfonyl fluoride) using a Fast-prep homogenizer (MP Biomedicals, Irvine, CA) and zirconia beads. The protein bands were detected with species-specific secondary antibodies conjugated with infrared dyes, visualized using a Li-Cor Odyssey infrared scanner (Li-Cor Bioscience, Lincoln, NE), and analyzed with Image Studio (Li-Cor Bioscience).

### Real-time qPCR and RNAseq analysis

Total RNA was extracted by a combined method using TRIzol (Invitrogen, Carlsbad, CA) and an RNeasy RNA extraction kit (Qiagen, Hilden, Germany) according to the manufacturers’ instructions. Then, 300 ng of RNA was used as a template for reverse transcription reactions (Invitrogen). The reverse transcription product was appropriately diluted and used for qPCR reactions as previously described^23^. Quantitative real-time PCR was performed with SYBR gene-specific primers on an ABI QuantStudio 5 or 7900 HT sequence detection system (Applied Biosystems, Foster City, CA). Quantification of genes was performed using the 2^−ΔΔCT^ method. Beta-2-microglobulin (*B2m*) was used as an internal control. Primer sets for qPCR are listed in Supplementary Table 1. RNA sequencing (RNAseq) and bioinformatic analyses were carried out by Novogene, Inc. (Sacramento, CA). The prepared libraries were processed with a NovaSeq 6000 machine. Differential expression analysis was performed using the edgeR R package (3.16.5) (RStudio, Boston, MA). Briefly, a *p*-value of 0.005 and a twofold difference in expression were set as the thresholds for identifying significant differential expression. Enrichment analysis of differentially expressed genes was conducted using the ClusterProfiler R package (RStudio). Gene ontology (GO) data with corrected *p*-values < 0.05 were considered significantly enriched by differentially expressed genes.

### Collagen content measurement

The collagen content in the liver was measured by assessing the levels of 4-hydroxyproline using a kit from BioVision (Milpitas, CA) as previously described^24^. In brief, the excised liver tissue (30 mg) was homogenized in distilled water and incubated in 6 N HCl on a heat block for 6 h. Dried supernatants were further incubated with chloramine-T at 25 °C for 10 min. Next, we added DMAB (p-dimethylaminobenzaldehyde) to each well and incubated the sample at 90 °C for 60 min. The absorbance was measured at 560 nm. Other important materials are listed in the key resource table (Supplementary Table 6).

### Statistical analysis

All results are presented as the mean ± standard error. Statistical significance between groups was determined by a two-tailed Student’s *t*-test or one-way ANOVA. *p*-values < 0.05 were considered significant. Statistical analysis and graphs were generated using GraphPad Prism7 software.

## Results

### High-level ETP exposure in the liver for 8 months induces hepatic inflammation, fibrosis, and mild liver damage

To determine whether ETP affects hepatic fibrosis and inflammation, we initially generated an inducible, liver-specific ETP transgenic mouse. This model comprises the albumin promoter-driven Cre line, the Rosa26 promoter-driven loxP-stop-loxP-reverse tetracycline-controlled transactivator (rtTA) gene, and a transgenic line carrying tetracycline-responsive elements with mouse ETP (TRE-ETP). To subsequently induce NASH in the presence of ETP, we used steatosis as the starting point for this set of experiments. This condition in the mouse is similar to the progression of human chronic liver disease and is based on our hypothesis that ETP contributes to the progression from simple steatosis to NASH. This triple transgenic mouse was subsequently crossed with a *PEPCK* promoter-driven truncated (constitutively active) SREBP1a (S1a) mouse (Supplementary Fig. 1a). When the mice were fed Dox, ETP gene expression in these quadruple transgenic mice reached ~7-fold that observed in control triple transgenic mouse littermates, and the overexpression was liver-specific, as it was not detected in any other tissues (Supplementary Fig. 1b). ETP expression in combination with the SREBP1a transgene did not lead to any phenotypic changes in the liver when we treated the mice with Dox for 16 weeks. There were no differences in body weight, liver/body weight ratios, or collagen deposition (Supplementary Fig. 2a–c). Lipid accumulation in the liver also did not change. Consistent with these observations, changes in the mRNA levels of marker genes of lipogenesis, fatty acid uptake, fibrosis, and inflammation were not significantly different (Supplementary Fig. 2d–g). Similarly, liver function tests showed no significant differences between the two groups (Supplementary Fig. 2h–k). To test this hypothesis in a more chronic setting, we induced ETP expression for a longer period of time. We treated the transgenic mice with Dox-chow for 8 months. In contrast to the results of the 16-week treatment, the liver weight to body weight ratio was significantly higher in the S1a/ETP mice than the controls (Fig. 1a–c), but we could not find any evidence suggesting that the livers of the S1a/ETP mice are more steatotic than the livers of the controls. Specifically, differences in the mRNA levels of marker genes for lipogenesis and fatty acid uptake were not significantly different between the S1a/Ctrl and S1a/ETP mice (Supplementary Fig. 3a, b). In addition, qPCR showed that the mRNA levels of proinflammatory molecules, collagens, and other markers that represent hepatic fibrosis were increased in the S1a/ETP mice compared to the control mice (Fig. 1d–f). As a result, the accumulation of collagen in the liver was increased (Fig. 1g, h). The levels of liver damage markers, including albumin, BUN, ALT, AST, AlkP, and total bilirubin (Bil), were also measured. The S1a/Ctrl mice showed increased ALT and AlkP levels compared to the control mice but exhibited similar levels of markers to the S1a/ETP mice, with the exception of AlkP (Fig. 1i–n). We subsequently measured total cholesterol and NEFA levels. Consistent with a previous report^25,26^, the levels were decreased in the S1a/Ctrl mice and were not significantly different compared to those in the S1a/ETP animals (Fig. 1o, p). Importantly, fasting insulin levels, as an insulin resistance marker, were increased in the S1a/Ctrl animals, and the levels were higher in the S1a/ETP mice than in the S1a/Ctrl mice (Fig. 1q).

**Fig. 1:**
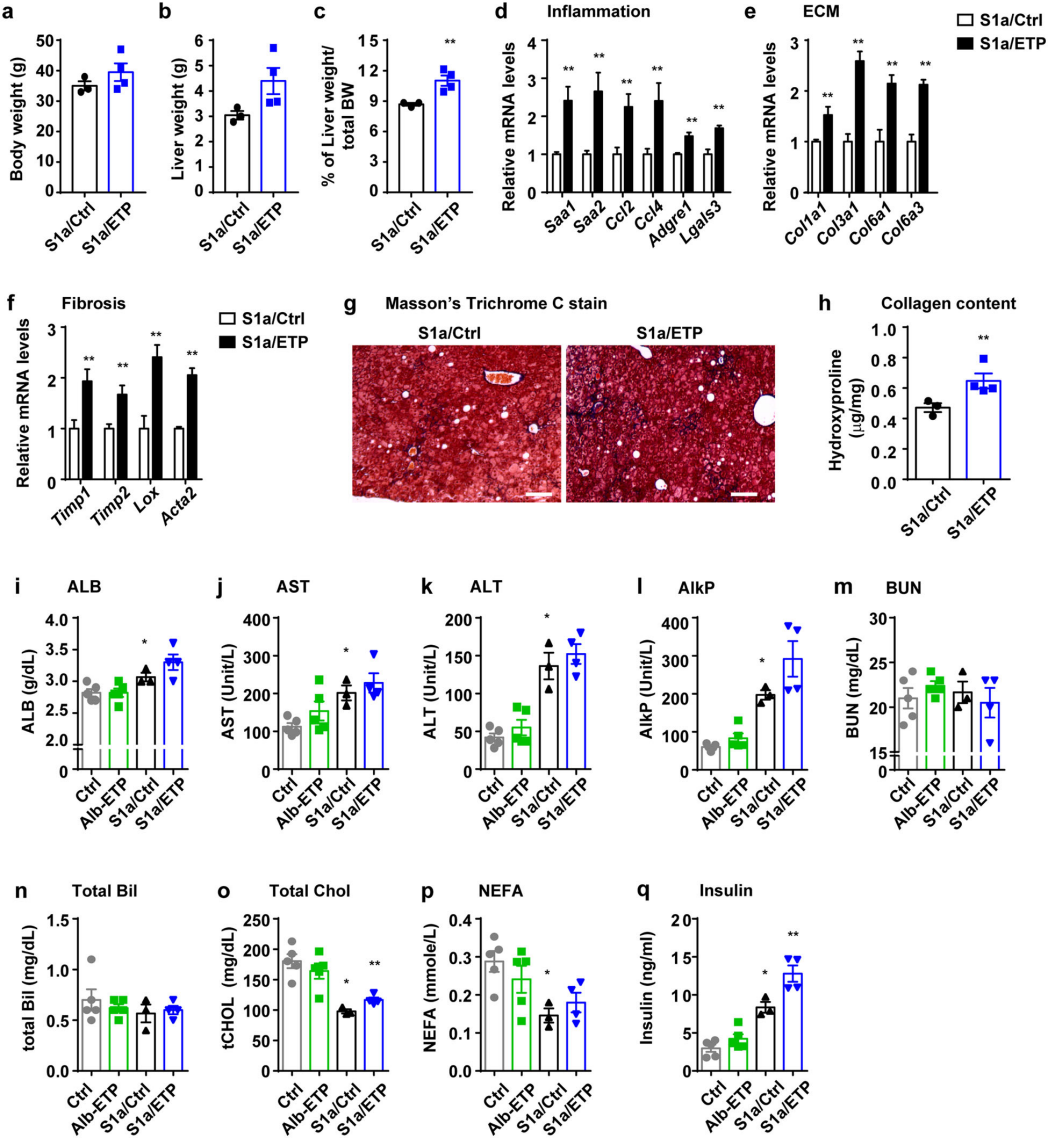
Endotrophin (ETP) exposure for 8 months induces hepatic inflammation and fibrosis and mild liver damage. **a**–**c** Liver and body weights of the mice and percent of liver weight relative to body weight. **d**–**f** Livers were subsequently analyzed for the mRNA expression of collagens, fibrotic markers, and inflammation-associated genes. **g** Masson’s trichrome staining. Bars: 150 µm. **h** Collagen content measurement. **i**–**n** Results of analysis of liver function markers. **p** Serum nonesterified free fatty acid (NEFA) levels. **o** Serum total cholesterol (Chol) levels. **q** Serum fasting insulin levels. *p < 0.05 vs. the livers of the Ctrl mice. **p < 0.05 vs. the livers of the S1a/Ctrl mice.

### ETP expression exacerbates inflammation, fibrosis, and liver damage in the SREBP1a transgenic fatty liver mouse model

As 8 months of ETP expression in the presence of NAFLD induced only mild liver damage (Fig. 1), we extended the study period and fed the mice a Dox diet for 10 months. As expected, the S1a mice exhibited a more severe phenotype, as shown by an increase in hepatic inflammation, the degree of fibrosis, and liver damage markers. Further, the liver weight to body weight ratio was increased (Fig. 2a), and the inflammatory and fibrotic gene expression levels were further enhanced, as expected (Fig. 2b, c). Similar to the results of the Dox 8-month treatment group (Fig. 1c and Supplementary Fig. 3a, b), there was no difference in lipid accumulation between the S1a/Ctrl and S1a/ETP mice (Supplementary Fig. 4d–f). Fibrotic and inflammatory protein analysis showed that the S1a/ETP mice exhibited increased fibrotic (Fig. 2d, e) and inflammatory marker expression in the liver, and the F4/80 protein levels were also elevated (Fig. 2b). Liver damage markers, especially AST and ALT, were significantly elevated in the 10-month treatment group, a significant deterioration compared to that in the 8-month treatment group (Fig. 2f–k).

**Fig. 2:**
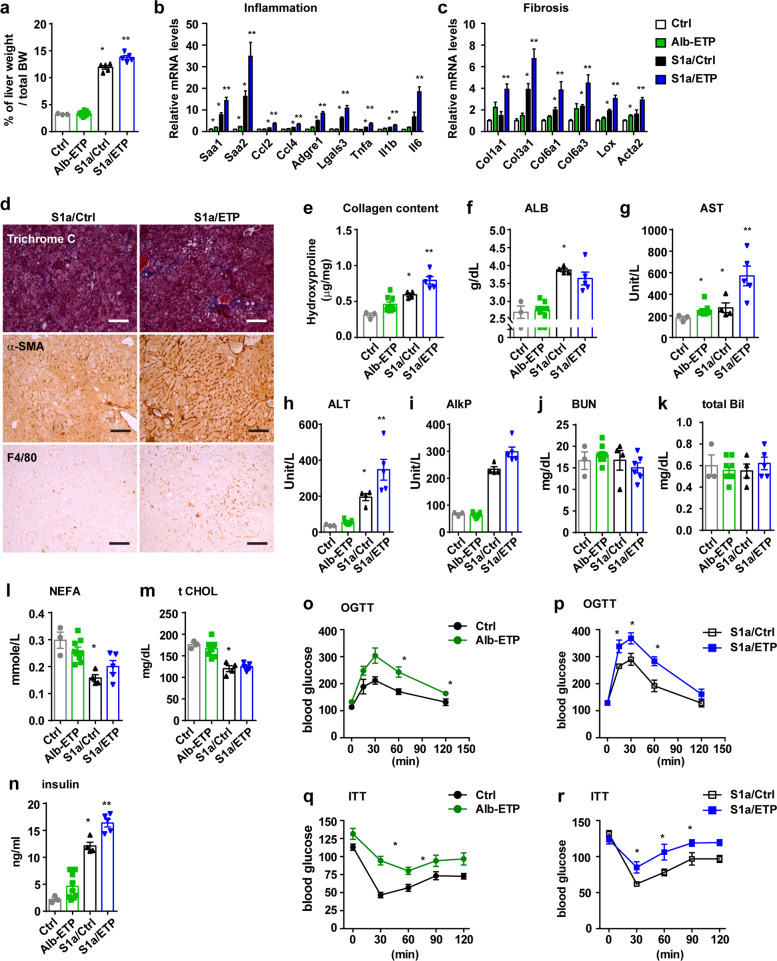
Endotrophin (ETP) exacerbates inflammation, fibrosis, and liver damage in the fatty liver mouse model, S1a transgenic mice and insulin-resistant phenotypes. **a** Mass of the liver normalized to the total body weight of the mice. **b**, **c** qPCR analysis of markers of fibrosis and inflammation in the livers. **d** Masson’s trichrome staining and immunostaining for alpha-SMC and the macrophage marker F4/80 in livers. Bars: 150 µm. **e** 4-Hydroxyproline levels in livers. **f**–**k** Liver function tests in mice. *p < 0.05 vs. the livers of the Ctrl mice. **p < 0.05 vs. the livers of the S1a/Ctrl mice (Ctrl, *n* = 3; Alb-ETP, *n* = 9; S1a/Ctrl, *n* = 4; S1a/ETP, *n* = 5). **l** Serum nonesterified free fatty acid (NEFA) levels. **m** Serum total cholesterol (Chol) level. **n** Serum fasting insulin levels. **o**–**r** Blood glucose levels were measured during an oral glucose tolerance test (OGTT) or insulin tolerance test (ITT) for **o**, **q** Ctrl vs. Alb-ETP and **p**, **r** S1a/Ctrl vs. S1a/ETP. *p < 0.05 vs. the blood glucose level of either the Ctrl or S1a/Ctrl mice. (Ctrl, *n* = 3; Alb-ETP, *n* = 9; S1a/Ctrl, *n* = 4; S1a/ETP, *n* = 5).

### Liver-specific ETP mice show an insulin-resistant phenotype

To investigate the metabolic relevance of ETP overexpression in hepatocytes, we analyzed the S1a/ETP mice and the S1a littermate controls after 10 months. We examined whether the expression of ETP with nSREBP1a affects the lipid profiles in the serum. Consistent with previous reports, the levels of TG, NEFA, and total cholesterol in the S1a group were reduced compared to those in the control group^25,26^. Further, serum NEFAs in the S1a/ETP mice were slightly higher than those in the S1a mice alone, but there was no significant difference; however, the cholesterol levels were not different between the two groups (Fig. 2l, m). Notably, basal insulin levels in the S1a/ETP mice were markedly higher than those in the S1a/Ctrl mice. Furthermore, the Alb-ETP mice had elevated levels of fasting blood insulin (Fig. 2n). To further probe for this insulin-resistant phenotype, we performed oral glucose and insulin tolerance tests (OGTT and ITTs). Compared to the control mice, the S1a/ETP mice exhibited significantly higher blood glucose levels throughout the OGTT (Fig. 2o, p), indicating that they were systemically more glucose-intolerant. Furthermore, the S1a/ETP mice had substantially higher blood glucose levels after insulin injection during an ITT (Fig. 2q, r), reflecting impaired insulin sensitivity in these mice.

### Chronic exposure to ETP induces a liver cancer phenotype in SERBP1a transgenic mice

Following the 10-month treatment with Dox-chow, surprisingly, we found tumor-like nodules. Specifically, four of five S1a/ETP mice developed nodules, and two of them exhibited very visible and large nodules, whereas none of the control mice (S1a/Ctrl) harbored any visible tumors (Fig. 3a). To characterize these nodules, we performed histological analysis. This analysis revealed that the nodules were filled with lipid droplets/vacuoles, and these structures were quite different from those associated with chemically induced solid liver cancer (Fig. 3b). Specifically, the structure was similar to that of primary clear cell carcinoma of the liver (PCCCL) based on the presence of lipid droplets. To determine the cancerous properties of these lesions, we tested whether the Ki67 levels were altered (Fig. 3d). Importantly, we found significant upregulation of hepatic cancer marker transcripts, including *Afp*, *Golm1*, *Tgfb*, *Gpc3*, *Villin*, and *Ki67* (Fig. 3c). These results were consistent with data obtained upon measuring serum markers. Levels of circulating liver cancer markers such as Afp, Golm1, and active Tgfβ were significantly increased in the S1a/ETP mice compared to the S1a/Ctrl mice (Fig. 3e–g).

**Fig. 3:**
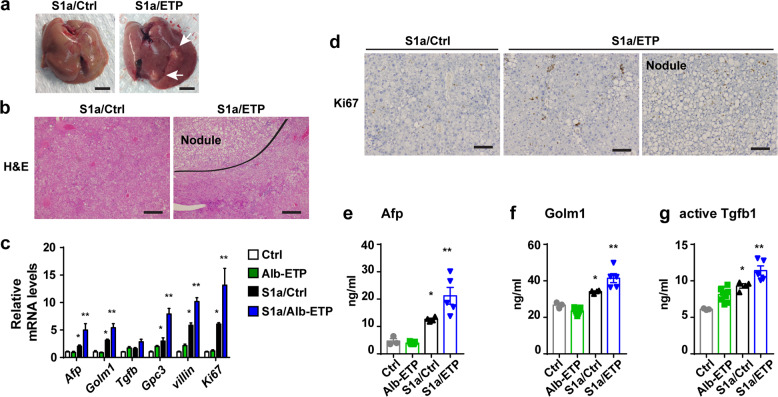
Chronic exposure to endotrophin (ETP) induces liver cancer in the S1a/Ctrl transgenic mice. **a** Representative gross image of the ETP/S1a mouse livers with nodules. Arrowheads indicate nodules and H&E staining of liver tissues; N, nodule. Bars: Gross images (75 mm). H&E staining: (375 µm). **b** Liver cancer markers were determined by qPCR of liver tissues, and the results were normalized based on *B2m* expression. **c** Ki67 staining and **d**–**f** positive liver cancer markers, including serum alpha-fetoprotein, GP73, and active TGF levels, were measured. *p < 0.05 vs. the level of the Ctrl mice. **p < 0.05 vs. the level of the S1a/Ctrl mice. Bars: 150 µm (Ctrl, *n* = 3; Alb-ETP, *n* = 9; S1a/Ctrl, *n* = 4; S1a/ETP, *n* = 5).

### RNASeq revealed significant alteration of neutrophil infiltration in the S1a/ETP mice

To determine the effects of ETP on gene expression and the potential mechanisms through which ETP regulates the progression of chronic liver disease to the development of tumors, we performed an RNAseq analysis of the livers from the S1a/Ctrl and S1a/ETP mice. 

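Liver RNA of 2 groups of mice was compared. S1a/Ctrl mice carry a transgene for the lipogenic transcription factor SREBP-1a under the PEPCK promoter and develop a fatty liver, and S1a/ETP mice also express endotrophin, the cleaved end of the collagen VI alpha 3 chain, in hepatocytes on doxycycline. Both groups received 200 mg/kg doxycycline in the diet for 10 months from 6 weeks of age, and the sample labels give an age of 12 months. The RNA of 3 mice was pooled into 1 library per group, so there were no replicates, no p-value was computed, and a pool does not show how many of its mice carry a change. The authors deposited 1 table of FPKM values, fragments scaled to gene length and to the depth of the library, for 35275 genes. Every value was a whole number of reads once multiplied by gene length and depth (100% of values, within 0.01 reads), which gave a depth of 19245078 reads for S1a/Ctrl and 14538808 for S1a/ETP. Genes above 0 numbered 18109 and 17565, the 10 most abundant genes took 19.7% of the reads in both libraries, and mitochondrial genes took 4.69% and 4.68%.

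Lists of genes of cell types and pathways, and the settings, were fixed before the data were examined. Ratios are log2((FPKM in S1a/ETP + 0.1) / (FPKM in S1a/Ctrl + 0.1)), which understates the change of low genes. Each is given with a 95% exact binomial (Clopper-Pearson) interval from the recovered reads, in square brackets, which covers counting error only. A gene at 0 in 1 library is given as at least so many fold higher or lower, with the empty library set to 3 reads. Of the 16042 genes with a mean of at least 0.1 FPKM, 1030 were at least 2-fold higher and 1003 at least 2-fold lower in S1a/ETP. In simulated libraries of these depths, counting error alone placed 248 of 15717 unchanged genes above that size and 276 below it. The counts were 128 and 169 with a pseudocount of 1 FPKM, and 241 and 203 among genes with a mean of at least 1 FPKM. The median log2 ratio of the 11006 genes with a mean of at least 1 FPKM was 0.029. *Col6a3*, the endogenous gene whose product holds endotrophin, was at 1.80 FPKM in S1a/Ctrl and 2.45 in S1a/ETP, a log2 ratio of 0.42 [0.21, 0.63], and *Srebf1* was at 146 and 164 FPKM, a log2 ratio of 0.17 [0.13, 0.20]. The table has 1 value per gene, so reads of a transgene cannot be separated from those of the endogenous gene, and neither gene checks the labels. The paper's qPCR of genes from these libraries and its MPO and *Mup* protein measurements (Fig. 4e–i) run the way the labels say, which does not settle the labels. All 24 genes of Supplementary Table 4 and all 25 of Supplementary Table 5 do so too. Those genes were called on these same 2 libraries, so their direction cannot check the labels.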

RNA from three mice was used per group (10-month treatment group). As expected, we observed an increase in the levels of markers that are important for immune responses and inflammation (*Saa1*, *Saa2*, *Lcn-2*, *Ltf*, *and Orosomucoid-2*) and initiating and promoting tumor growth (*Ighg1*, *Scube3*, and *Fgl1*). In addition, genes abundantly expressed in neutrophils (*Elane*, *Mpo*, *Ngp*, *Prtn3*, *Chil3*, *Cd177*, *S100a8*, *S100a9*, and *Lcn-2*) were upregulated (Fig. 4b, c). In contrast, the transcript levels of markers that generally decrease with tumor progression, such as *Mup 1*, *7*, *9*, *7*, and *21* (major urinary proteins), were downregulated in the S1a/ETP mice (Fig. 4a). 

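All 5 immune and inflammation genes were at least 2-fold higher in the S1a/ETP pool, with a median log2 ratio of 2.21. *Saa1* and *Saa2*, acute phase apolipoproteins that hepatocytes secrete in inflammation, were at 276 and 202 FPKM in S1a/Ctrl and at 1071 and 863 FPKM in S1a/ETP, log2 ratios of 1.96 [1.90, 2.02] and 2.10 [2.03, 2.16]. They lie beside each other on chromosome 7, from 46740501 to 46742980 and from 46751833 to 46754314 in the coordinates of the table, and as near-identical copies they can trade reads, so their separate values are uncertain. *Orm2*, which encodes the acute phase plasma protein orosomucoid-2, had a log2 ratio of 2.21 [2.13, 2.30]. *Lcn2*, the iron-scavenging protein lipocalin-2, was at 63.8 FPKM in S1a/Ctrl and 496 in S1a/ETP, a log2 ratio of 2.96 [2.88, 3.03]. *Ltf*, the lactoferrin of neutrophil granules, had 1 read in S1a/Ctrl and 357 in S1a/ETP, a log2 ratio of 6.25 [5.45, 6.50]. The 3 genes of tumor growth were also higher, with a median of 2.46. *Ighg1*, the constant region of an immunoglobulin heavy chain and so a product of B lineage cells, had a log2 ratio of 2.76 [2.34, 3.21]. *Scube3*, with 7 and 73 reads, was at 2.46 [1.92, 2.87], and the hepatocyte-secreted fibrinogen-like protein *Fgl1* was at 2.25 [2.19, 2.31]. The study chose both sets of genes on these libraries, so the counts are not independent evidence of a direction.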

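All 9 neutrophil genes were at least 2-fold higher in the S1a/ETP pool, with a median log2 ratio of 5.63 (4.91 with the 4 genes at 0 in S1a/Ctrl set to their lower bound). *S100a8* and *S100a9*, the subunits of the calprotectin dimer of the neutrophil cytosol, lie on chromosome 3 from 90669071 to 90670034 and from 90692632 to 90695721. They were at 1.99 and 3.10 FPKM in S1a/Ctrl and at 111 and 158 FPKM in S1a/ETP, log2 ratios of 5.74 [5.03, 6.53] and 5.63 [5.13, 6.17]. *Ngp*, a protein of secondary granules encoded on chromosome 9 from 110419750 to 110423010, had no read in S1a/Ctrl and 616 reads, or 34.8 FPKM, in S1a/ETP, at least 272-fold higher. *Elane* and *Mpo*, the elastase and myeloperoxidase of primary granules, also had no read in S1a/Ctrl. With 68 and 66 reads in S1a/ETP, they were at least 30.0-fold and 29.1-fold higher. *Chil3*, a chitinase-like secreted protein, was at least 71.9-fold higher, with 163 reads in S1a/ETP. *Prtn3*, the granule protease proteinase 3, had 12 and 61 reads and a log2 ratio of 2.57 [1.74, 3.42]. *Cd177*, a neutrophil surface protein, had 1 and 56 reads and a log2 ratio of 3.67 [2.80, 3.94]. The median was 2.94 with a pseudocount of 1 FPKM, and the genes were chosen by the study on these libraries, so their count is not independent evidence.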

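The 4 *Mup* genes were all at least 2-fold lower in the S1a/ETP pool, with a median log2 ratio of −3.02. They encode lipocalins that the mouse liver secretes and that carry pheromones in urine. The most abundant of the 4, *Mup21*, was at 518 FPKM in S1a/Ctrl and 76.8 in S1a/ETP, a log2 ratio of −2.75 [−2.86, −2.64]. *Mup9* was at 307 and 31.5 FPKM, a log2 ratio of −3.28 [−3.43, −3.14]. *Mup7* was at 52.6 and 3.33 FPKM, a log2 ratio of −3.94 [−4.37, −3.54], and *Mup1* was at 8.69 and 1.41 FPKM, a log2 ratio of −2.54 [−3.25, −1.88]. Copies of the family are near-identical, so reads can be split between them and the value of a single copy is uncertain. The study picked these 4 on the same libraries, which therefore give no independent evidence of the direction.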

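The 5 genes that the study placed in its IL17 signaling term were *Mmp9*, *Ccl20*, *Lcn2*, *S100a8* and *S100a9*. All 5 were at least 2-fold higher in the S1a/ETP pool, with a median log2 ratio of 4.19, and the study chose them on these libraries. *Ccl20*, a chemokine that attracts CCR6-bearing lymphocytes, had 2 reads in S1a/Ctrl and 63 in S1a/ETP, a log2 ratio of 4.19 [3.04, 4.90]. *Mmp9*, the gelatinase stored in neutrophil granules, was at 0.0982 and 1.04 FPKM, with 6 and 48 reads and a log2 ratio of 2.52 [1.74, 3.16]. Of the 5, *Lcn2*, *S100a8* and *S100a9* also stand among the genes named for neutrophils. The median was 2.94 with a pseudocount of 1 FPKM and 5.20 with 0.01 FPKM.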

Interestingly, gene expression levels for the IL17 signaling pathway were elevated in the livers of the S1a/ETP mice (Fig. 4d). 

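All 14 genes listed under neutrophil degranulation in Supplementary Table 2 were at least 2-fold higher in the S1a/ETP pool, with a median log2 ratio of 3.80 (3.43 with the 5 genes at 0 in S1a/Ctrl set to their bound). *Mmp8*, the neutrophil collagenase, had 25 reads in S1a/ETP and none in S1a/Ctrl, at least 11.0-fold higher. *Fcnb*, a ficolin of bone marrow myeloid cells, was at least 10.6-fold higher, with 24 reads in S1a/ETP. *Prg2*, the major basic protein of eosinophil granules, was at least 9.27-fold higher, with 21 reads. *Gstp2*, a glutathione transferase with a near-identical neighbor that can share its reads, was at 7.90 and 40.9 FPKM, a log2 ratio of 2.36 [2.07, 2.66]. The 9 genes listed under leukocyte migration in Supplementary Table 3 were likewise all at least 2-fold higher, with a median of 4.19, also with 1 gene at its bound. *Retnlg*, a resistin-like protein of neutrophils, had 6 and 123 reads and a log2 ratio of 4.52 [3.48, 5.64], and the G-protein modulator *Gpsm3* had 6 and 42 reads and 2.76 [1.77, 3.70]. The 2 sets share genes with each other and with the neutrophil genes, and both come from genes the study called on these libraries. The medians ranged from 1.93 to 5.73 for degranulation and from 1.92 to 5.20 for migration between pseudocounts of 1 and 0.01 FPKM.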

Subsequent reactome and gene ontology (GO) analyses showed significant changes mainly in leukocyte degranulation, migration, and other functional components in the immune response (Supplementary Tables 2 and 3). The RNAseq results were then confirmed by qPCR (Fig. 4e, f); consistent with the mRNA levels, the myeloperoxidase (MPO) protein levels were also increased, and the Mup protein levels were decreased in the livers of the S1a/ETP mice (Fig. 4g–i). The top 25 upregulated and downregulated genes in the livers of the S1a/ETP and S1a/Ctrl mice are listed **(**Supplementary Tables 4 and 5**)**. 

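Each of the 24 genes printed in Supplementary Table 4 was higher in the S1a/ETP pool and each of the 25 in Supplementary Table 5 was lower. Besides the neutrophil genes, the higher group holds *H19*, a fetal long noncoding RNA of the imprinted region on chromosome 7, and *Tff3*, a trefoil peptide of secretory epithelia. It also holds *Camp*, the cathelicidin of secondary granules, which had 289 reads in S1a/ETP and none in S1a/Ctrl, at least 128-fold higher. The lower group opens with *Hsd3b5*, a steroid dehydrogenase of male liver, at 14.4 FPKM in S1a/Ctrl and 0.386 in S1a/ETP. Its log2 ratio without a pseudocount was −5.23 and the paper's reported value is −5.2513. For *Mup9* the value without a pseudocount was −3.28 and the paper's is −3.3264, and for *S100a8* 5.81 and 5.7510. Over the 14 higher genes with reads in both libraries the median of the paper's value minus this value was −0.08, and over the 20 such lower genes it was −0.03. The remaining 10 and 5 genes had no read in 1 library and have only a bound. Supplementary Table 5 also holds *Pvalb*, *Trdn* and *Ryr1*, genes of skeletal muscle. Of 22 measured genes of a skeletal muscle list, 19 were at least 2-fold lower in S1a/ETP, with a median log2 ratio of −4.87 (−4.77 with 12 genes at their bound). That median lay between −1.94 and −7.40 for pseudocounts of 1 and 0.01 FPKM. Over the 19 of these genes that the study does not name the median was −4.98, and none of 10000 random lists of the same size and expression was as low.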

We also confirmed whether the expression of these genes changed in the group treated with Dox for 8 months. The neutrophil markers Ngp, Mpo, and Cd177 showed an increasing trend but no significant change; Elane increased significantly, and the fold change was less than that of the Dox 10-month treatment group **(**Supplementary Fig. 3c). The Mup mRNA and protein levels were decreased in the livers of the S1a/ETP mice compared to the livers of the S1a/Ctrl mice **(**Supplementary Fig. 3d–f). Furthermore, we determined the apoptotic index since changes in the apoptotic program could be an important factor during carcinogenesis. We found that the apoptotic index was not altered between the groups, as evidenced by qPCR analysis of proapoptotic gene expression, TUNEL staining, and Caspase-3 cleavage **(**Supplementary Fig. 4a–c). 

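Genes of other cell types of the liver had smaller median ratios than the full neutrophil lists, which hold genes the study chose on these libraries. Over the 11 mature neutrophil genes that the study does not name the median was 1.09, close to the 1.06 of the monocyte genes below. Without a pseudocount these medians were 1.23, with 2 genes at their bound, and 1.29. Leaving out the genes the study names took 4 from the mature neutrophil list and none from the monocyte list. These medians therefore cannot tell whether neutrophil genes rose more than monocyte genes. All 13 genes of Kupffer cells and macrophages had a higher value in S1a/ETP, with a median log2 ratio of 0.41, and 1 of them, the scavenger receptor gene *Marco*, was at least 2-fold higher at 1.59 [0.52, 2.49], on 5 and 17 reads. The macrophage antigen gene *Cd68* was at 0.77 [0.49, 1.05] and the complement gene *C1qa* at 0.41 [0.27, 0.54]. Genes of the lipid-associated macrophages of steatohepatitis had a median of 0.38, none of the 9 being 2-fold changed. Of 7 genes of inflammatory monocytes, 4 were at least 2-fold higher and the median was 1.06. These were *Ly6c2* at 1.25 [0.50, 1.97], *S100a4* at 1.40 [0.62, 2.21], *Itgam* at 1.06 [0.49, 1.61] and *F13a1* at 1.06 [0.31, 1.75], and the median was 0.41 with a pseudocount of 1 FPKM. Only 3 of 13 genes of eosinophils and mast cells passed the expression filter, with a median of 0.72. Genes of stellate cells, fibroblasts and matrix had a median of 0.43 over 26 measured, with 25 above 0, and the protease inhibitor gene *Timp1* was at 1.03 [0.35, 1.71]. Liver endothelial genes had a median of 0.06, bile duct genes −0.19 and abundant hepatocyte genes −0.17. Without *Dmbt1*, which the study lists as lower, the bile duct median was 0.09 over 9 genes. No random list of the same size and expression, of 10000 drawn, had a median as high as the macrophage or the matrix list, and 9 reached that of the monocyte list. Small medians can also rank far out, as 195 reached that of housekeeping genes, at 0.16.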

In summary, our study suggests that ETP accelerates the development and progression of liver disease under steatotic conditions through elevated inflammation and increased neutrophil infiltration.

**Fig. 4:**
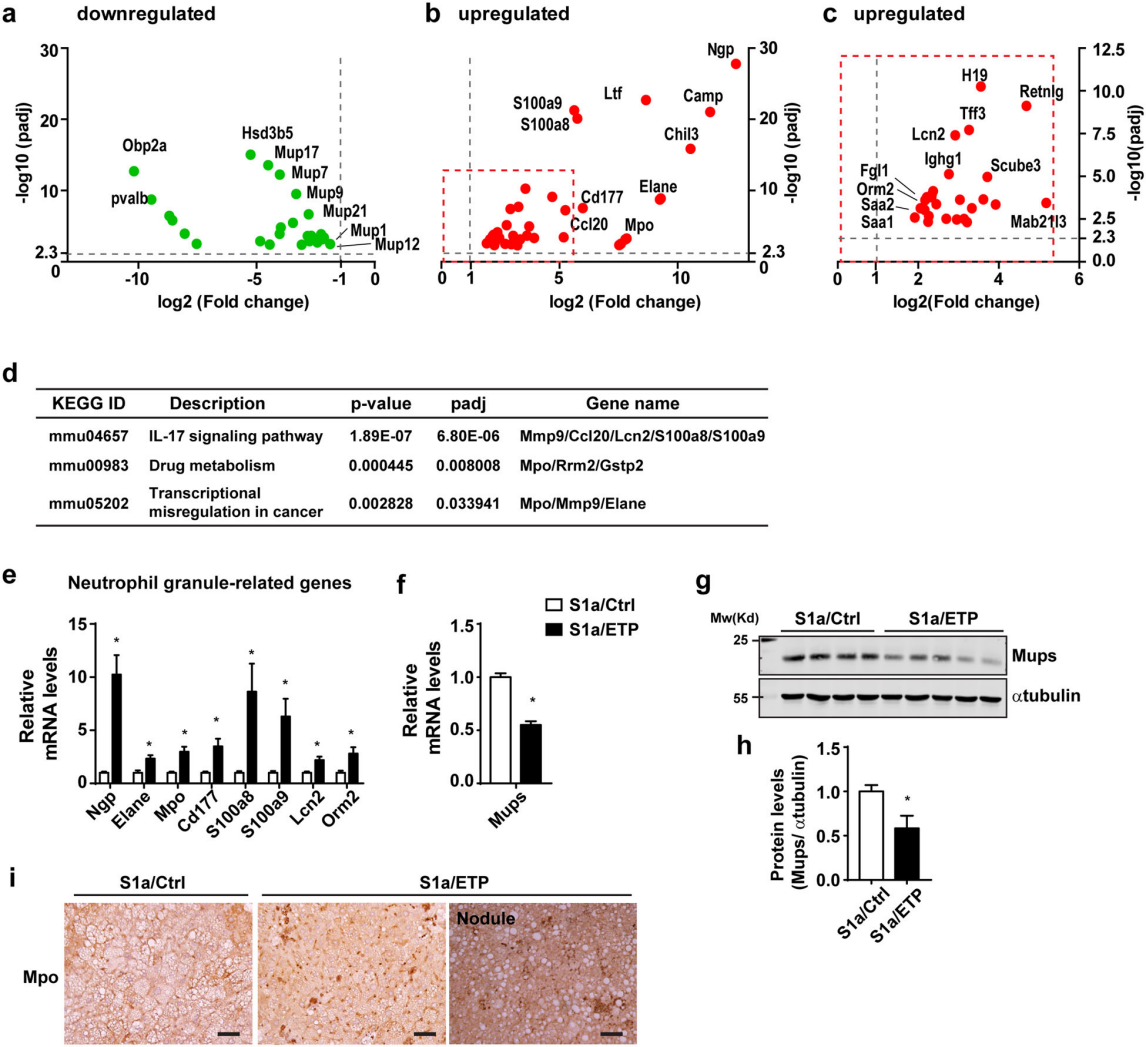
Differential gene expression in the S1a/ETP transgenic mice. **a**–**c** Volcano plot of differentially expressed genes between the two groups. **d** KEGG pathway analysis of these genes. **e**, **f** Confirmation of up- or downregulated genes by qPCR. **g**, **h** Confirmation of the Mup protein levels in the livers of the S1a/Ctrl and S1a/ETP mice. **i** Immunostaining for MPO. Bars: 150 µm. *p < 0.05 vs. the livers of the Ctrl mice. **p < 0.05 vs. the livers of the S1a/Ctrl mice.

## Discussion

Numerous studies have shown that the progression of chronic liver disease is not only dependent on genetic and epigenetic factors; ECM deposition is also a major driver of this process. The enhanced production of ECM moieties in various cell types of the liver is strongly associated with hepatic fibrosis, and these changes can eventually lead to HCC. Although the relationship between ECM metabolism and chronic liver disease is well established, the detailed mechanism underlying this process and how changes in ECM can progress to chronic liver disease states, such as liver cancer, remain unclear. A number of different mouse models are currently in use to mimic chronic human liver disease, but models that reflect the progression of such disease states in a clinically relevant manner are very limited.

The lack of useful NASH models has led to the need for spontaneous rodent NASH models for drug discovery and therapeutic studies. Our previous efforts revealed that ETP exacerbates hepatic inflammation and fibrosis upon chemical (CCl_4_ or DEN) treatment or physical treatment (bile duct ligation) in a liver-specific rodent model of ETP expression^14^. Further, to address these unmet needs, we crossed liver-specific ETP mice with liver-specific (*PEPCK* promoter-driven) truncated human SREBP1a (constitutively active) mice. Similar to our previous observations, here, we showed that ETP alone does not promote chronic liver disease progression upon induction for 16 weeks or less under NAFLD conditions.

To further investigate whether ETP can act as a “second hit”, we fed mice Dox for 8 months under steatotic conditions. Indeed, the expression of marker genes related to inflammation and fibrosis was increased in the S1a/ETP mice compared to the S1a/Ctrl mice. After 8 months of exposure to ETP, changes in the S1a/ETP group were mild. Thus, to further exacerbate these changes, we treated mice with ETP for an additional 2 months (10 months in total). As expected, the S1a/ETP mice showed an increased liver weight/body weight ratio, exacerbated inflammation, and a fibrotic phenotype with insulin resistance, as assessed by fasting blood insulin levels and the GTT and ITT results. In this cohort, glucose and insulin intolerance increased in the Alb-ETP mice, suggesting that chronic exposure to ETP without steatosis can contribute to impaired glucose and insulin tolerance. Since our current insights into ETP signaling are limited, we do not fully understand how ETP can induce an insulin-resistant phenotype. This issue should be further clarified in the future. The degree of fat accumulation in the liver can cause various adverse phenotypes; therefore, we measured the hepatic TG levels and lipogenic gene expression in the liver to explore whether the adverse effects were caused by a change in the fat accumulation level. These observations suggest that ETP has no effect on fat accumulation in the liver and acts as an accelerator towards the next stage of chronic liver disease. Nevertheless, we recently demonstrated that ETP can activate the c-Jun amino-terminal kinase (JNK) pathway in the liver^14^ and that this process interferes with insulin action in peripheral tissues^27^; further, we also found that this pathway is activated by inflammatory cytokines. This increased JNK activity and the higher cytokine levels in the livers of the S1a/ETP mice may decrease glucose and insulin tolerance. In addition, the S1a/Ctrl mice are more glucose-intolerant than the control mice, and this phenotype may be caused by lipodystrophy, as shown in previous reports^19,20^. Indeed, the S1a/ETP mice showed severe inflammation and fibrosis, and surprisingly, nodules were observed in the livers of the animals.

The naturally and spontaneously occurring nodules in our mouse model were slightly different from typical liver cancer induced by chemicals, such as CCl_4_ and DEN. However, it was very important to clarify whether these nodules were cancerous. Some studies have shown tumors with similar morphology to that observed in our study. For example, lipid-filled tumors appear in hepatocyte-specific PTEN-deficient mice, SB11 (transposase)-overexpressing mice, and PTEN/p53 inactive mutant mice with HBV transgene expression^28–30^. These tumors develop spontaneously and not via carcinogen injection. However, it was quite clear that in our model, liver cancer marker genes and their plasma levels were elevated (Fig. 3). It is thus necessary to determine which pathways and mechanisms contribute to the dramatic differences in phenotypes between these models. To investigate this, we performed RNAseq analysis, and the results showed that neutrophil markers (*Elane*, *Mpo*, *Ngp*, *Prtn3*, and *Cd177*) and genes mainly and highly expressed by neutrophils (*S100a8*, *S100a9*, *and Lcn2*) were significantly increased. 

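Neutrophil genes made at different stages were higher together in the S1a/ETP pool. Of 12 genes listed for marrow precursors of neutrophils, most of them of the primary and secondary granules, all 12 were at least 2-fold higher. Their median log2 ratio was 4.02 (4.13 with the 8 genes at 0 in S1a/Ctrl set to their bound). Among them *Lcn2*, also on the list of liver acute phase genes, held 1686 of the list's 1700 reads in S1a/Ctrl and 9916 of 11590 in S1a/ETP. The study names 9 of these 12. The other 3 were the granule protease gene *Ctsg* with 16 reads in S1a/ETP and none in S1a/Ctrl, the myeloid progenitor gene *Ms4a3* with 7 and none, and *Cebpe*, a transcription factor of granule formation, with 7 and 1 reads and a log2 ratio of 1.78 [0.17, 2.43]. Of 15 measured genes of mature circulating neutrophils, 10 were at least 2-fold higher, 4 were below 0 and the median was 1.49 (1.40 with 2 genes at their bound). Among them *Ly6g*, the surface antigen used to mark mouse neutrophils, had 2 and 24 reads and a log2 ratio of 3.14 [1.72, 4.13], and the receptor gene for granulocyte colony-stimulating factor, *Csf3r*, had 30 and 59 reads and 1.21 [0.64, 1.78]. *G0s2*, which hepatocytes also express, was lower at −0.92 [−1.02, −0.82]. *Ctsg*, *Ms4a3*, *Cebpe* and *Csf3r* were singled out after their values were seen. Over the 3 and 11 genes of the 2 lists that the study does not name the medians were 2.07 (1.78 with 2 genes at their bound) and 1.09, and 43 and 5 of 10000 random lists of matched size and expression had a median as high. The medians depended on the handling of low values, at 2.13 and 0.54 with a pseudocount of 1 FPKM, 7.26 and 3.13 with 0.01 FPKM, and 6.21 and 4.52 over the 7 and 5 genes with a mean of at least 1 FPKM.

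**Figure D1:**
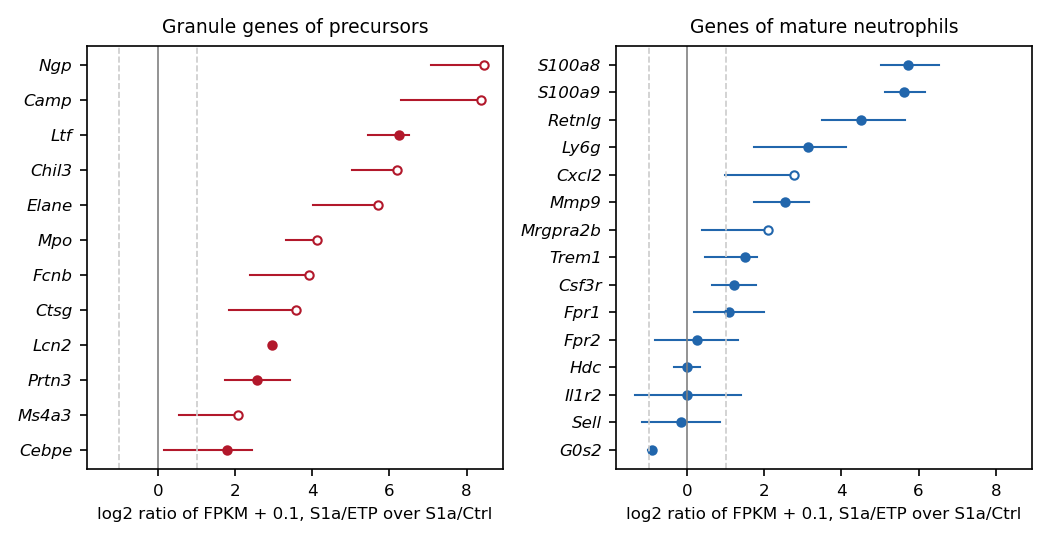
Log2 ratio of FPKM + 0.1, S1a/ETP over S1a/Ctrl, for 12 genes of neutrophil precursors, most of them granule genes (left), and 15 genes of mature neutrophils (right), 1 pooled library per group. Lines are 95% counting intervals, open points are genes at 0 in 1 library and dashed lines mark a 2-fold change. All 12 precursor genes lie to the right of the dashed line, and the genes of mature neutrophils run from −0.92 for *G0s2* to 5.74 for *S100a8*.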

Importantly, inflammatory marker genes (*Saa1*, *Saa2*, *Lcn2*, *and Orm2*) were also notably upregulated. In particular, some cancer markers and proliferative markers were upregulated in the livers of the S1a/ETP mice. Furthermore, increased expression of genes downstream of the IL17 pathway was observed. 

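The higher inflammatory genes belonged to a broader set of liver acute phase genes. Of 28 such genes, 25 had a higher value in the S1a/ETP pool, 23 with a counting interval above 0, and the median log2 ratio was 0.51. At the 2-fold threshold 6 genes passed and none was as much lower. Of these, 5 are named by the study and the other is *Lrg1*, a leucine-rich glycoprotein secreted by hepatocytes and neutrophils, at 1.60 [1.55, 1.65]. The most abundant members changed little, with the hemoglobin-binding haptoglobin gene *Hp* at 0.31 [0.30, 0.33] and the heme-binding hemopexin gene *Hpx* at 0.40 [0.39, 0.42]. The iron hormone gene *Hamp* was the lowest at −0.63 [−0.67, −0.58]. *Lrg1* and *Hamp* were singled out after their values were seen. Without the 5 genes of the study the median of the remaining 23 was 0.40, and no random list of matched size and expression, of 10000 drawn, had as high a median.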

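Genes of dividing cells were higher in the S1a/ETP pool. All 26 measured genes of the S and G2/M phases had a higher value, 19 of them at least 2-fold and 23 with a counting interval above 0, and the median log2 ratio was 1.37. *Aurkb*, a kinase of chromosome segregation, had 8 and 49 reads and a log2 ratio of 2.55 [1.69, 3.35]. *Cdc20*, an activator of the anaphase-promoting complex, was at 2.30 [1.58, 3.03]. *Rrm2*, the subunit of ribonucleotide reductase that limits DNA synthesis, was at 2.49 FPKM in S1a/Ctrl and 11.4 in S1a/ETP, a log2 ratio of 2.16 [1.85, 2.47]. The most abundant member, *Pcna*, was at 20.9 and 29.3 FPKM, a log2 ratio of 0.49 [0.32, 0.65]. The cell cycle median was 0.75 with a pseudocount of 1 FPKM. Of 19 oncofetal, progenitor and liver cancer genes, 6 were at least 2-fold higher, none was as much lower, and the median was 0.83. *H19* was at 2.68 FPKM in S1a/Ctrl and 32.5 in S1a/ETP, a log2 ratio of 3.55 [3.28, 3.83], and *Tff3* was at 5.27 and 52.2 FPKM, a log2 ratio of 3.28 [2.86, 3.73]. The trypsin inhibitor gene *Spink1* was at 1.35 [0.77, 1.94]. The epithelial adhesion gene *Epcam*, a progenitor marker, was lower at −0.65 [−1.12, −0.18]. The study names 2 of the cell cycle genes and 6 of the oncofetal genes. Without them the medians were 1.36 and 0.56, and of 10000 random lists of matched size and expression none and 2 had a median as high.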

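A wider list of IL17 ligands, receptors and response genes gave a lower median than the genes the study names. The study chose its genes on these libraries, so this contrast is not evidence about the pathway. Of its 27 genes, 20 were measured, 8 of these were at least 2-fold higher in S1a/ETP, 1 was as much lower, and the median log2 ratio was 0.70, also with 1 gene at its bound. The study names 6 of the 20, and over the remaining 14 the median was 0.46, with 3 at least 2-fold higher, and 39 of 10000 random lists of matched size and expression had a median as high. The 3 were the neutrophil chemokine gene *Cxcl2* with 9 reads in S1a/ETP and none in S1a/Ctrl, the related gene *Cxcl5* with 6 and 1 reads, and *Fosl1* with 9 and 4, the last pair with counting intervals that reach below 0. The collagenase gene *Mmp13*, with 9 reads in S1a/Ctrl and 1 in S1a/ETP, was the lower gene, at −1.13 [−1.55, 0.05]. The ligand genes *Il17a* and *Il17f* had no read in either library, so they were not detectable at this depth, where 3 reads stand for 0.156 CPM in S1a/Ctrl and 0.206 CPM in S1a/ETP. The receptor genes *Il17ra* and *Il17rc* were at 0.09 [−0.15, 0.34] and −0.04 [−0.21, 0.14]. The chemokine, ligand and receptor genes, *Fosl1* and *Mmp13* were singled out after their values were seen.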

Neutrophil infiltration in organs is known to have important clinical significance and is particularly critical for both the formation and progression of liver cancer^31^. Importantly, increased neutrophil markers were observed in the Dox 8-month treatment group, indicating that an inflammatory and cancer-prone environment was established around this time point. It is clear that these inflammation-related genes are known to be important for the development of NASH, hepatic fibrosis, and liver cancer^32,33^. Our RNAseq analysis suggested that ETP contributes to tumor formation during severe hepatosteatosis through increased immune cell infiltration, IL17 pathway activation, and inflammation. It has been reported that Saa1 and Saa2 can activate IL17a-dependent neutrophilic inflammation in chronic lung disease^34,35^. Thus, these observations suggest that the infiltration of immune cells, particularly that of neutrophils, accelerates the progression of liver cancer upon ETP expression through an inflammation–IL17–neutrophil axis in chronic steatosis.

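Genes of lymphocytes differed in both directions. Of 16 measured genes of B and plasma cells, 6 were at least 2-fold higher in the S1a/ETP pool, all of them immunoglobulin or J chain genes, 2 were at least 2-fold lower, and the median log2 ratio was 0.61 (1.27 over the 10 with a mean of at least 1 FPKM). The kappa constant region *Igkc* was at 54.7 FPKM in S1a/Ctrl and 143 in S1a/ETP, a log2 ratio of 1.39 [1.20, 1.58]. *Iglc2*, a lambda constant region, was at 2.83 [1.77, 3.96] and *Ighg2c* at 1.98 [1.20, 2.79], while the lower genes were *Ighg3*, with 18 reads and 1 read, at −2.62 [−3.43, −0.92], and the B cell receptor gene *Cd79a*, singled out after its value was seen, with 8 reads and 1 read, at −1.39 [−2.05, 0.20]. Immunoglobulin constant genes resemble each other and can share reads. Of 8 measured genes of T and NK cells, 1 was at least 2-fold higher and 3 were at least 2-fold lower, with a median of 0.10 that was −0.25 without a filter on low values. *Nkg7*, a granule membrane protein of cytotoxic cells, had 1 and 17 reads and a log2 ratio of 3.17 [1.53, 3.89]. The coreceptor gene *Cd4* had 26 reads in S1a/Ctrl and none in S1a/ETP, at least 6.55-fold lower, and the T cell receptor constant gene *Trbc2* had 23 and 4 reads and −1.93 [−3.43, −0.53]. Without *Ighg1*, which the study names, the B and plasma cell median was 0.57. Of 10000 random lists of matched size and expression, 7 had a median as high as that, and 4442 had one as high as the T and NK cell list. From the higher neutrophil, acute phase and IL17 genes, together with earlier reports that *Saa1* and *Saa2* act on IL17a-dependent neutrophilic inflammation, the paper proposes that infiltrating neutrophils speed tumor progression through these signals. The paper also reports qPCR of RNAseq genes, MPO immunostaining and neutrophil markers in the 8-month group. There *Elane* was significantly higher, and *Ngp*, *Mpo* and *Cd177* showed a trend without significance.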

Importantly, genes encoding major urinary proteins (MUPs) were also differentially expressed in the livers between the S1a/ETP and S1a/Ctrl mice. 

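*Mup* genes were lower across most of the family and in its total. The table holds 51 *Mup* genes and pseudogenes, of which 29 passed the expression filter, 18 protein-coding and 11 pseudogenes. They lie in 1 cluster on chromosome 4, from 59964294 at the start of *Mup6* to 62150863 at the end of *Mup21*. Of the 29, 21 were at least 2-fold lower in S1a/ETP, none was as much higher, 19 had a counting interval below 0, and the median log2 ratio was −1.91. All 29 were below 0 as deposited, and 4 of them, *Mup8*, *Mup-ps4*, *Mup-ps10* and *Mup-ps14*, were between 0.00 and 0.04 when each library was rescaled to TPM. Summed over the family, FPKM was 4757 in S1a/Ctrl and 1571 in S1a/ETP, 3.03-fold lower. The sum of reads, which does not depend on how they are split between copies, was 85462 and 21556, 3.00-fold lower when scaled to depth. *Mup3* alone made up 70.3% and 72.2% of the FPKM sum, at 3346 and 1135 FPKM and a log2 ratio of −1.56 [−1.58, −1.53]. The lowest ratio was that of *Mup17*, at −4.40 [−5.03, −3.81], and *Mup20*, which encodes the male pheromone darcin, was at 363 and 258 FPKM, a log2 ratio of −0.49 [−0.55, −0.43].

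**Figure D2:**
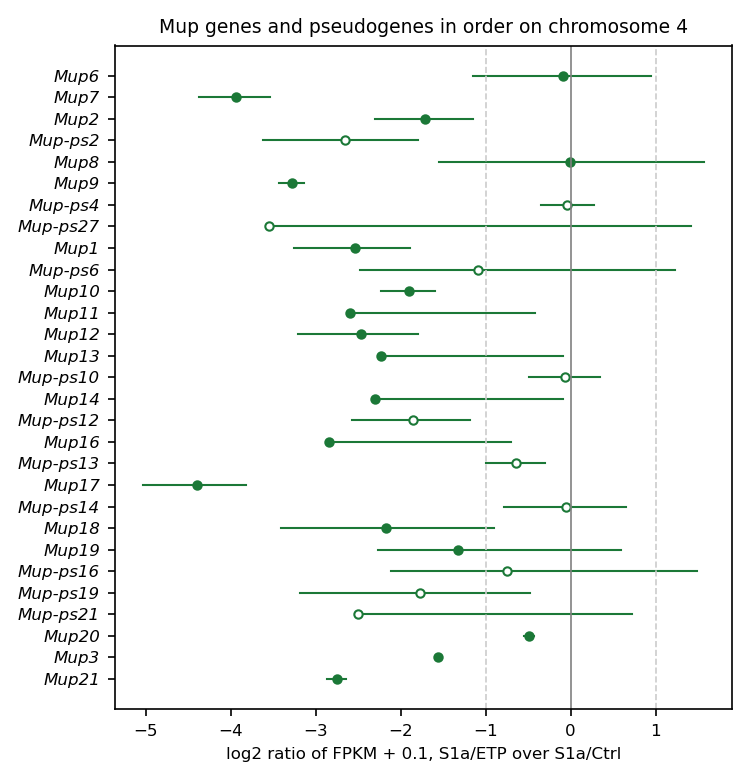
Log2 ratio of FPKM + 0.1, S1a/ETP over S1a/Ctrl, for the 29 *Mup* genes and pseudogenes that passed the filter, in order along chromosome 4, 1 pooled library per group. Filled points are protein-coding genes, open points pseudogenes, lines 95% counting intervals and dashed lines a 2-fold change. The points run from −4.40 for *Mup17* to −0.01 for *Mup8*, and 21 lie at or left of the dashed line at −1.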

MUPs are produced predominantly by the liver. Cancerous livers and even liver tissue with nodules express lower levels of *MUPs*; thus, these molecules were suggested as negative tumor markers for mouse hepatocarcinogenesis^36^. Although the mechanism responsible for such a downregulation in *MUP* RNA in mouse liver cancer remains to be elucidated, the downregulation of *Mup* in hepatic cancer tissue is usually a consequence of neoplastic hepatocyte transformation^36^. We observed that the Mup mRNA and protein levels were increased in the livers of the Dox 8-month treatment group. This finding indicates that the level of Mups can be used as a biomarker for the tumor-prone environment, in addition to being a negative tumor marker. Accordingly, our results suggest that decreased MUP levels in the S1a/ETP mouse livers can be the result of early transformative events leading to hepatic cancer formation.

Collectively, our findings suggest that ETP is an important accelerator that plays a crucial role in the liver and mediates the development of hepatic fibrosis and inflammation. ETP also causes metabolic dysfunction and insulin resistance. Our results further suggest that hepatocyte‐specific ETP-expressing mice in the background of a steatosis-enhancing transgene are a valuable model for the pathogenesis of NASH and for the further progression of NASH to HCC in the presence of steatotic conditions.

## Supplementary information

Supplementary information

# Supplementary material for: The impact of endotrophin on the progression of chronic liver disease
**Source:** Exp Mol Med. 2020 Oct 27;52(10):1766–76. doi: 10.1038/s12276-020-00520-8
**Supplement:** Supplementary file 1 — Supplementary information

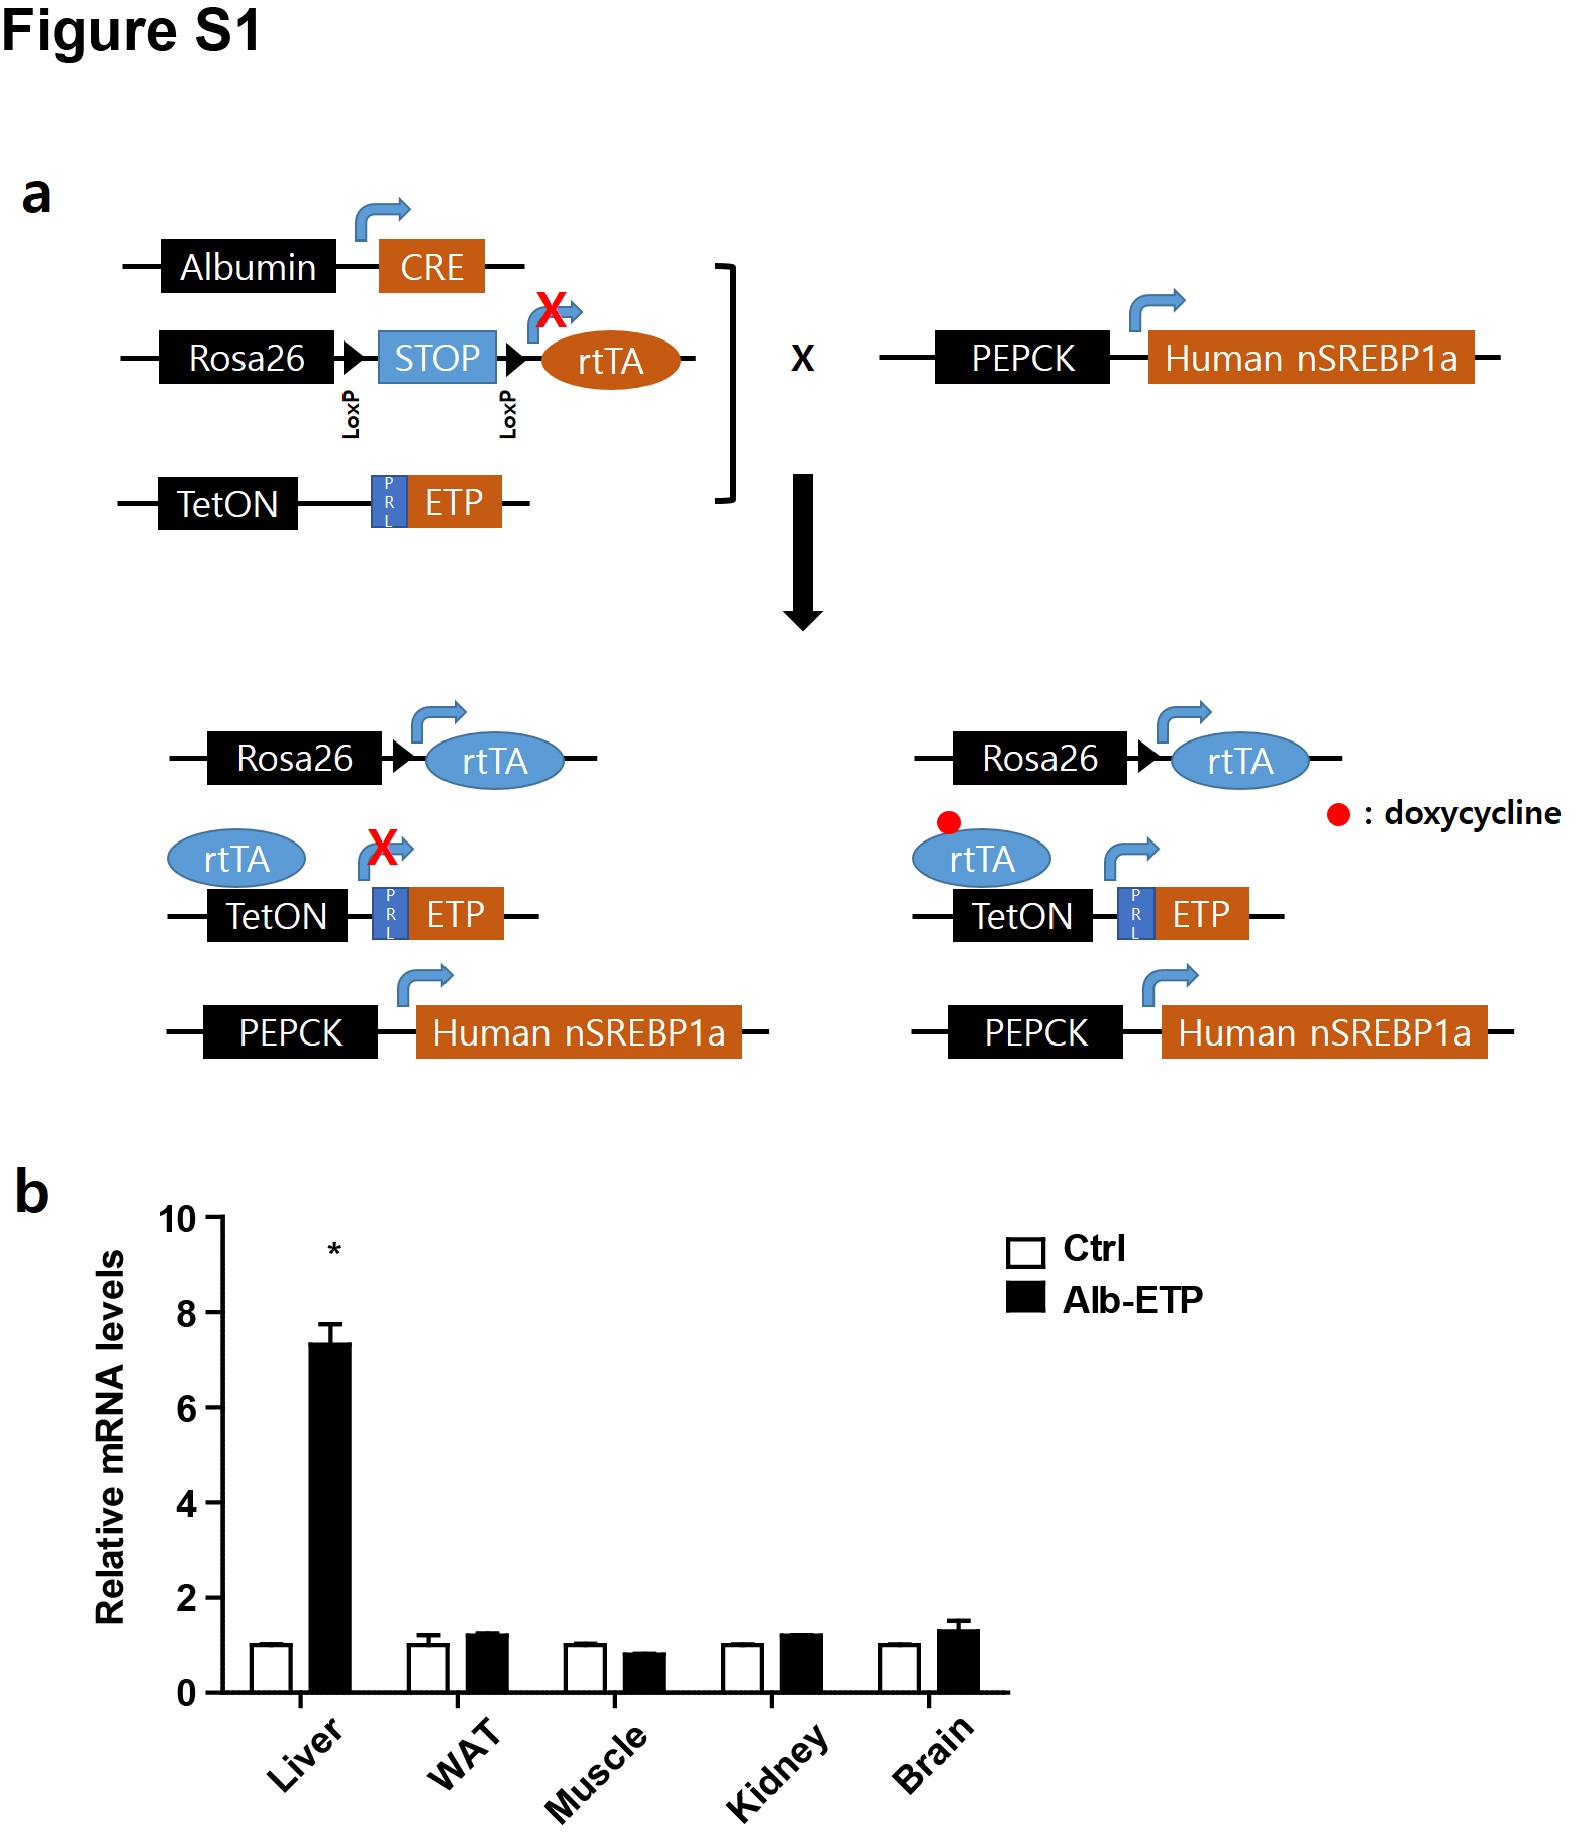

**Supplementary Figure 1. a** Strategy to generate mice with liver-specific inducible endotrophin (ETP) expression in a background of steatosis based on the expression of human nSREBP1a. **b** Validation of mouse model by feeding mice a doxycycline (200 mg/kg) diet for 2 weeks. mRNA expression analysis of *ETP*.

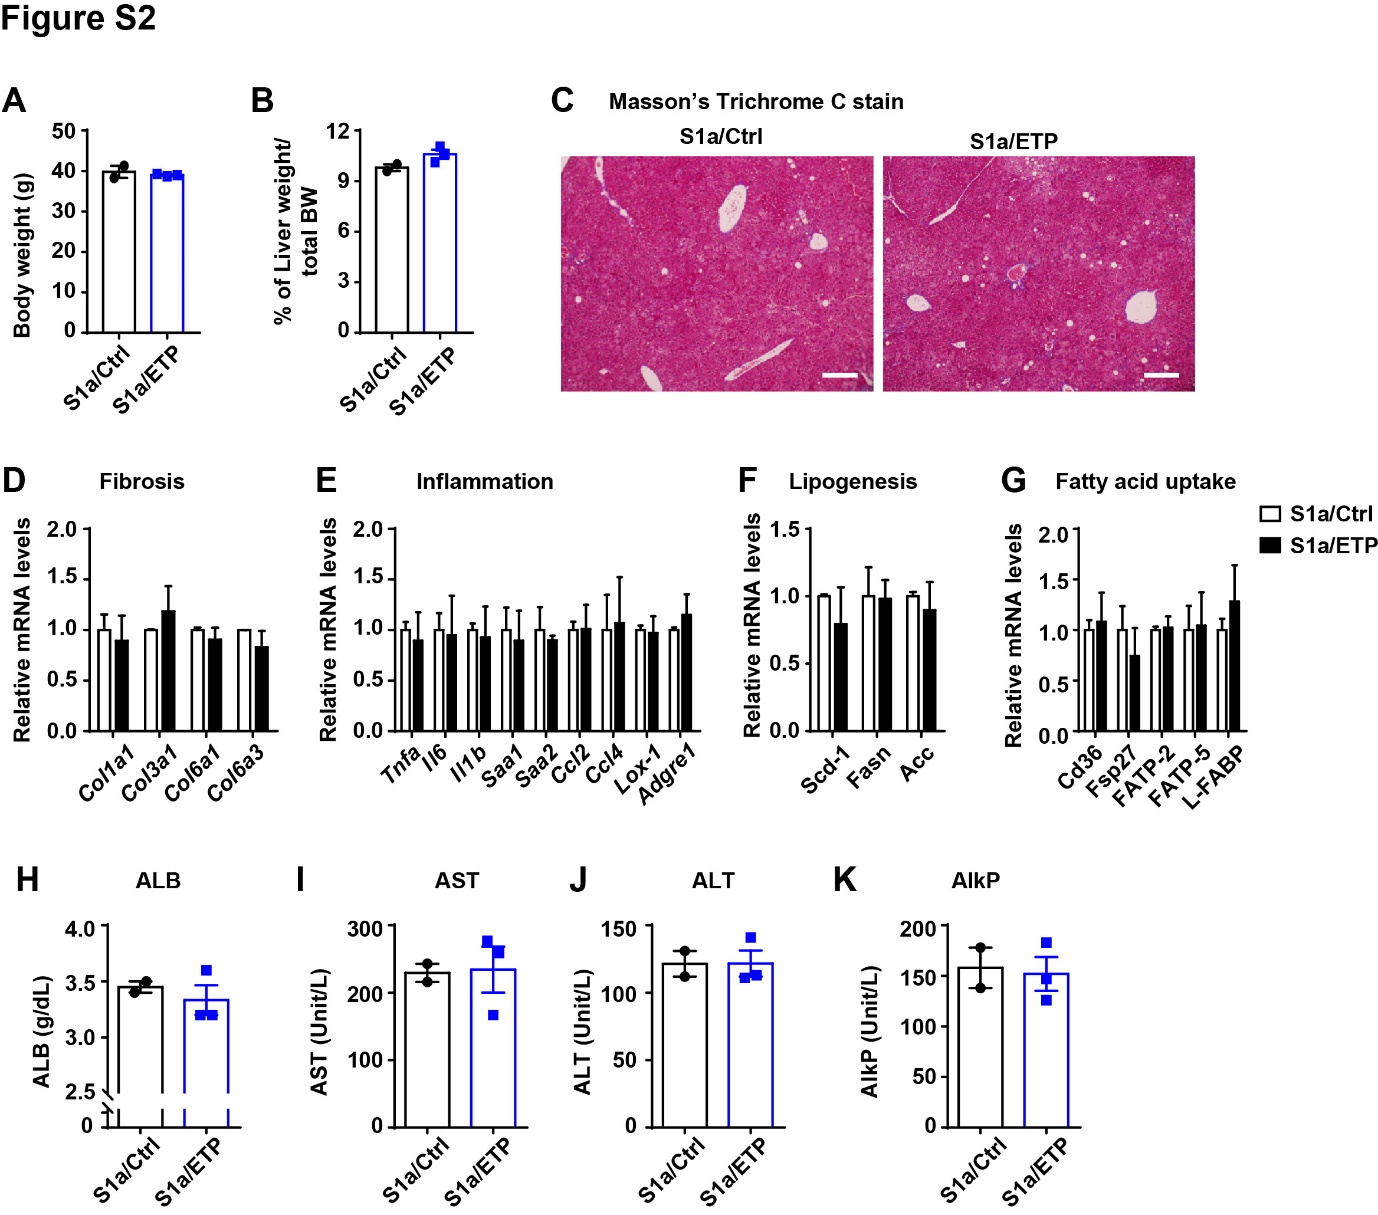

**Supplementary Figure 2.** In the presence of steatosis, the induction of endotrophin (ETP) overexpression for 16 weeks was not sufficient to induce hepatic inflammation and fibrosis. **a** Body weight and **b** liver weight to body weight ratio. **c** Masson’s trichrome staining. **d-g** mRNA analysis of hepatic fibrosis, inflammation, lipogenesis, and fatty acid uptake. **h-k** Liver function tests in mice.

**
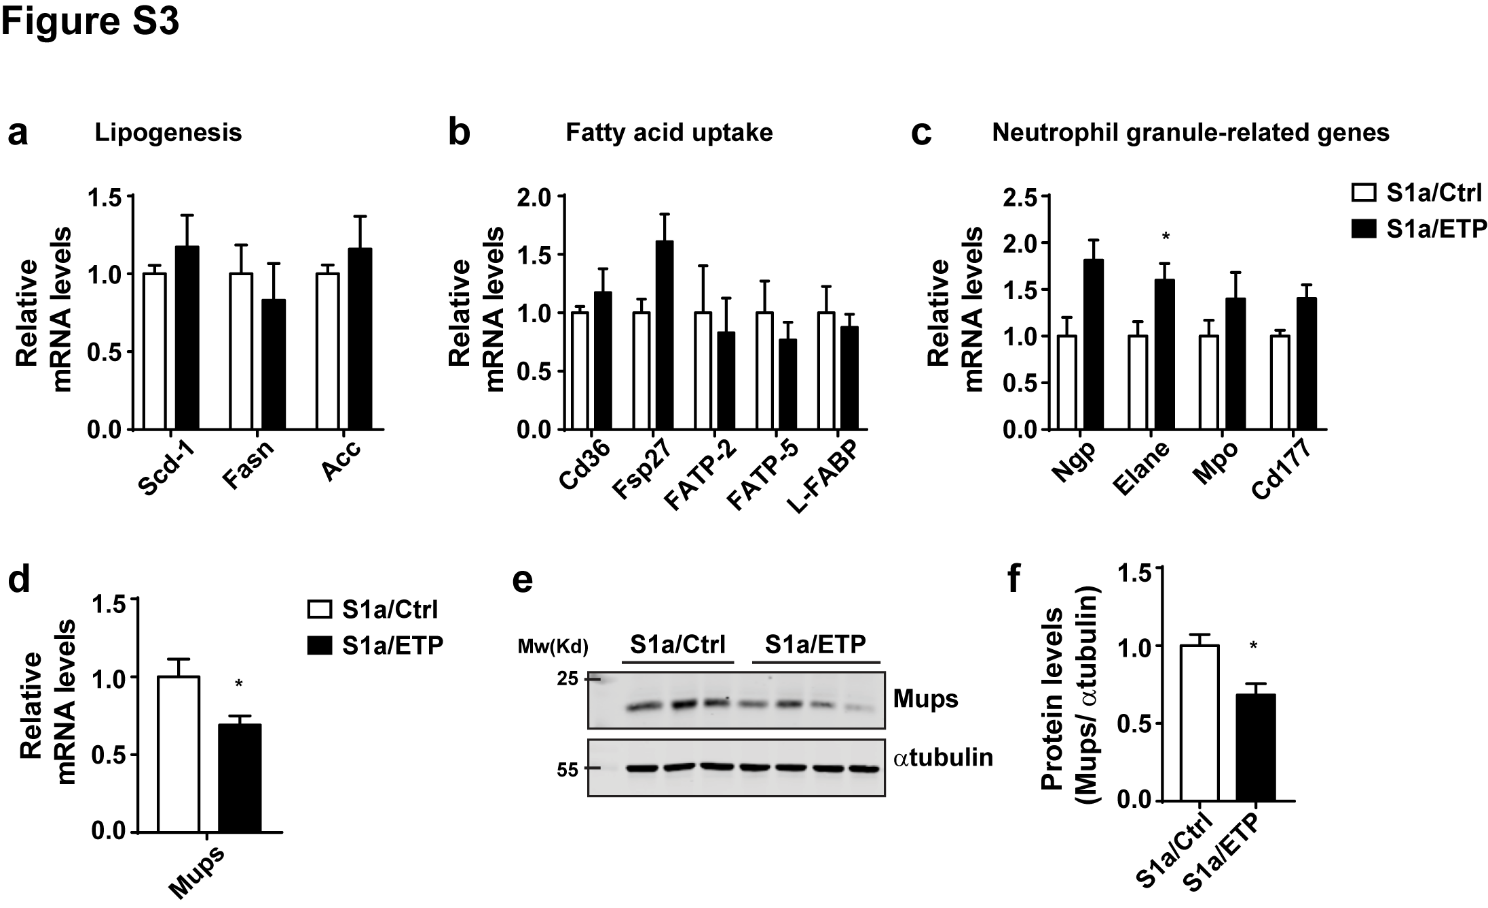
**

**Supplementary Figure 3.** In the presence of steatosis, the induction of endotrophin (ETP) overexpression for 8 months did not change the lipogenic program in the livers of S1a/Ctrl and S1a/ETP mice. **a-c** mRNA levels of hepatic lipogenesis, fatty acid uptake, and neutrophil markers. **d-f** qPCR and Western blot analysis of Mups in the livers of S1a/Ctrl and S1a/ETP mice.

**
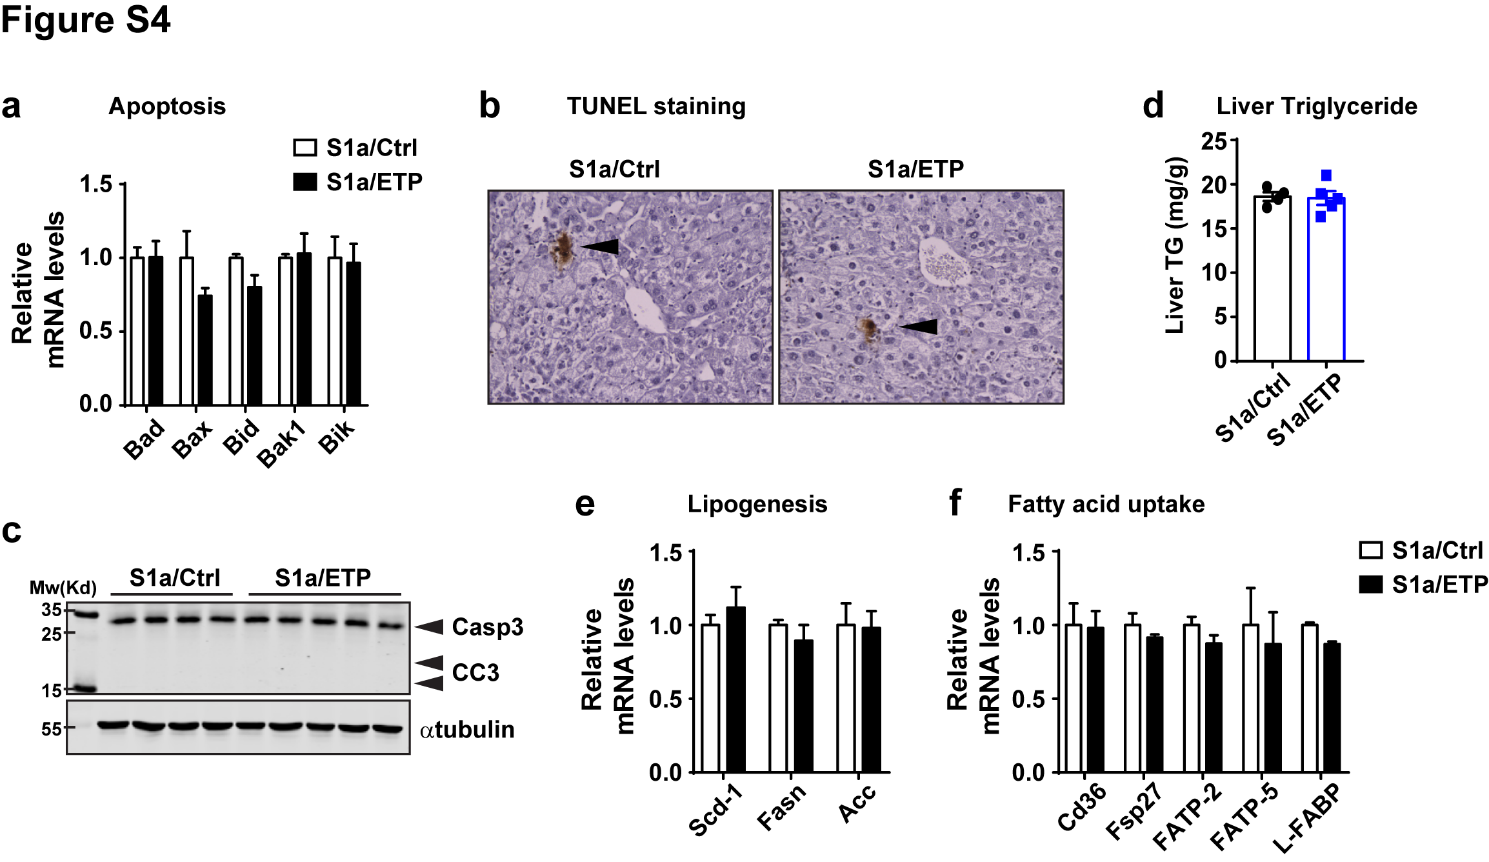
**

**Supplementary Figure 4.** Chronic exposure to endotrophin (ETP) has no effect on hepatic apoptosis and does not change hepatic lipogenesis. **a** mRNA levels of apoptosis markers. **b** TUNEL-staining of the livers. **c** Western blot analysis of Caspase3 (Casp3) and cleaved Casp3 (CC3). **d** Liver TG contents. **e-f** mRNA levels of lipogenesis and fatty acid uptake markers.

**Supplementary Table 1.** Primer sequences

| *Target gene* | Forward (5' to '3) | Reverse (5' to '3) |
| --- | --- | --- |
| *Col1α1* | GTGCTCCTGGTATTGCTGGT | GGCTCCTCGTTTTCCTTCTT |
| *Col3α1* | GGGTTTCCCTGGTCCTAAA | CCTGGTTTCCCATTTTCTCC |
| *Col6α1* | GATGAGGGTGAAGTGGGAGA | CAGCACGAAGAGGATGTCAA |
| *Col6α3* | TCCAGCTTAATCGTGAGGAG | CCATCGATGAGAAAGACCAC |
| *Lox-1* | CCACAGCATGGACGAATTCA | AGCTTGCTTTGTGGCCTTCA |
| *Adgre1* | CTTTGGCTATGGGCTTCCAGTC | GCAAGGAGGACAGAGTTTATCGTG |
| *Tnfα* | GAGAAAGTCAACCTCCTCTCTG | GAAGACTCCTCCCAGGTATATG |
| *IL6* | CCAGAGATACAAAGAAATGATGG | ACTCCAGAAGACCAGAGGAAAT |
| *IL1b* | AAGAAGGTGCTCATGTCCTCATCC | ACTCCAGAAGACCAGAGGAAAT |
| *Saa1* | CATTTGTTCACGAGGCTTTCCAAGGG | TTCCTGAAAGGCCTCTCTTCCATCAC |
| *Saa2* | AGCTGGCTGGAAAGATGGAGACAA | TGTCCTCTGCCGAAGAATTCCTGA |
| *Ccl2* | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| *Timp1* | GGATTCCGGGAATGACATCTAT | CTGATAACCTGGATGCAGTCGT |
| *Timp2* | CTGATAACCTGGATGCAGTCGT | CCAGCCAGTCCGATTTGA |
| *Lgals3* | TTGAAGCTGACCACTTCAAGGTT | AGGTTCTTCATCCGATGGTTGT |
| *Acta2* | ATCATGCGTCTGGACTTGG | AATAGCCACGCTCAGTCAGG |
| *Afp* | CTTCCCTCATCCCTCCTGCTAC | ACAAACTGGGTAAAGGTGATGG |
| *Golm1* | GCTGGAGAATGTCAACAAGC | CAGTGCCTTCAACTGGTCTT |
| *Gpc3* | CAAGTCACTGCAAGTCACTCG | CGGCCACAGTCCTTACTAAAC |
| *Villin* | TCAAAGGCTCTCTCAACATCAC | AGCAGTCACCATCGAAGAAGC |
| *Ki67* | AGCACAAAGAGACGGTCTAAGA | CTCTGCCTCGTGACTGTGTT |
| *B2m* | TACCACAGGCATTGTGATGG | TTGATGTCACGCACGATTT |
| *Mpo* | CCCACCGAATGACAAGTATC | ACGCCATCTTCATACTCTGC |
| *Cd177* | CGAGGGGTGTTATGAAACAG | CCTGTTCTATGCCTGGTGAG |
| *Elane* | TGTGAACGTATGCACTCTGG | CTCGGATGAAGGAGTCAATG |
| *Lcn2* | ATGGCGAACTGGTTGTAGTC | ACATTTGTTCCAAGCTCCAG |
| *Orm2* | GGGACCCTCTCCAAGTATGT | CCGTTTCTTCTCATCCTTCA |
| *s100a8* | TGAGTGTCCTCAGTTTGTGC | AGATGCCACACCCACTTTTA |
| *s100a9* | ACAAATGGTGGAAGCACAGT | CTCAGCTGATTGTCCTGGTT |
| *Ngp* | CACTCCGCCTTCTAGTCAGA | CCAGGAAGTCGCAGTCTTTA |

**Supplementary Table 2.** Reactome analysis

| Enrichment  Category | ReactomeID | Description | pvalue | padj | geneName |
| --- | --- | --- | --- | --- | --- |
| Reactome | R-MMU-6798695 | Neutrophil degranulation | 1.18E-10 | 8.63E-09 | Mmp8/Mpo/Mmp9/Elane/Lcn2/Fcnb/Prg2/Ltf/Gstp2/  Cd177/S100a8/S100a9/Prtn3/Orm2 |
| Reactome | R-MMU-6803157 | Antimicrobial peptides | 8.74E-10 | 3.19E-08 | Elane/Lcn2/Ltf/S100a8/S100a9/Prtn3 |
| Reactome | R-MMU-1592389 | Activation of Matrix Metalloproteinases | 9.38E-05 | 0.002282 | Mmp8/Mmp9/Elane |
| Reactome | R-MMU-1474228 | Degradation of the extracellular matrix | 0.000287 | 0.005229 | Mmp8/Mmp9/Elane/Scube3 |
| Reactome | R-MMU-8935690 | Digestion | 0.000565 | 0.008245 | Guca2a/Chil3 |
| Reactome | R-MMU-8963743 | Digestion and absorption | 0.001303 | 0.015853 | Guca2a/Chil3 |
| Reactome | R-MMU-5686938 | Regulation of TLR by endogenous ligand | 0.002103 | 0.021933 | S100a8/S100a9 |
| Reactome | R-MMU-140875 | Common Pathway of Fibrin Clot Formation | 0.002571 | 0.023463 | Cd177/Prtn3 |

**Supplementary Table 3.** Gene ontology analysis

| Enrichment  Category | GOID | Description | pvalue | padj | geneName |
| --- | --- | --- | --- | --- | --- |
| GO | GO:0050900 | leukocyte migration | 3.21E-08 | 0.00003 | Mmp9/Elane/Retnlg/Ccl20/Gpsm3/Cd177/  S100a8/S100a9/Prtn3 |
| GO | GO:0060326 | cell chemotaxis | 2.65E-06 | 0.00088 | Retnlg/Ccl20/Gpsm3/S100a8/S100a9/Saa2/Saa1 |
| GO | GO:0061844 | antimicrobial humoral immune response mediated by antimicrobial peptide | 3.03E-06 | 0.00088 | Elane/Ltf/Camp/S100a9 |
| GO | GO:0097529 | myeloid leukocyte migration | 4.03E-06 | 0.00088 | Retnlg/Ccl20/Cd177/S100a8/S100a9/Prtn3 |
| GO | GO:1990266 | neutrophil migration | 4.61E-06 | 0.00088 | Ccl20/Cd177/S100a8/S100a9/Prtn3 |
| GO | GO:0042742 | defense response to bacterium | 8.12E-06 | 0.00096 | Mpo/Elane/Lcn2/Prg2/Ltf/Camp |
| GO | GO:0002523 | leukocyte migration involved in inflammatory response | 1.00E-05 | 0.00096 | Elane/S100a8/S100a9 |
| GO | GO:0097530 | granulocyte migration | 1.19E-05 | 0.00096 | Ccl20/Cd177/S100a8/S100a9/Prtn3 |
| GO | GO:0019730 | antimicrobial humoral response | 1.36E-05 | 0.00097 | Elane/Ltf/Camp/S100a9 |
| GO | GO:0044144 | modulation of growth of symbiont involved in interaction with host | 1.43E-05 | 0.00097 | Mpo/Elane/Camp |
| GO | GO:0044419 | interspecies interaction between organisms | 3.20E-05 | 0.00161 | Mpo/Mmp9/Elane/Fcnb/Ltf/Camp/S100a9 |
| GO | GO:0043901 | negative regulation of multi-organism process | 4.14E-05 | 0.00195 | Mpo/Elane/Fcnb/Ltf/Camp |
| GO | GO:0006959 | humoral immune response | 4.27E-05 | 0.00195 | Elane/Fcnb/Ltf/Camp/S100a9 |
| GO | GO:0019731 | antibacterial humoral response | 4.74E-05 | 0.00206 | Elane/Ltf/Camp |
| GO | GO:0098542 | defense response to other organism | 5.46E-05 | 0.00227 | Mpo/Elane/Lcn2/Prg2/Ltf/Camp/Slfn9 |
| GO | GO:0098869 | cellular oxidant detoxification | 7.09E-05 | 0.00283 | Mpo/Gstp2/S100a8/S100a9 |
| GO | GO:0030595 | leukocyte chemotaxis | 8.92E-05 | 0.00338 | Retnlg/Ccl20/Gpsm3/S100a8/S100a9 |
| GO | GO:0006953 | acute-phase response | 0.00014 | 0.00419 | Saa2/Orm2/Saa1 |
| GO | GO:0031349 | positive regulation of defense response | 0.000157 | 0.00442 | Mmp8/Fcnb/Ltf/Gpsm3/S100a8/S100a9 |
| GO | GO:0002526 | acute inflammatory response | 0.000169 | 0.00461 | Elane/Saa2/Orm2/Saa1 |
| GO | GO:0050729 | positive regulation of inflammatory response | 0.000194 | 0.00487 | Mmp8/Gpsm3/S100a8/S100a9 |
| GO | GO:0002687 | positive regulation of leukocyte migration | 0.000275 | 0.00628 | Mmp9/Elane/Ccl20/Gpsm3 |
| GO | GO:0001819 | positive regulation of cytokine production | 0.000395 | 0.00841 | Mmp8/Elane/Ccl20/Fcnb/Prg2/Gpsm3 |
| GO | GO:0018119 | peptidyl-cysteine S-nitrosylation | 0.000482 | 0.00941 | S100a8/S100a9 |
| GO | GO:0032693 | negative regulation of interleukin-10 production | 0.000482 | 0.00941 | Mmp8/Prg2 |
| GO | GO:0070486 | leukocyte aggregation | 0.000482 | 0.00941 | S100a8/S100a9 |
| GO | GO:0072672 | neutrophil extravasation | 0.000482 | 0.00941 | Cd177/Prtn3 |
| GO | GO:0002227 | innate immune response in mucosa | 0.000561 | 0.01053 | Ltf/Camp |
| GO | GO:0017014 | protein nitrosylation | 0.000561 | 0.01053 | S100a8/S100a9 |
| GO | GO:0034331 | cell junction maintenance | 0.000646 | 0.01190 | Cd177/Prtn3 |
| GO | GO:0051852 | disruption by host of symbiont cells | 0.000738 | 0.01307 | Elane/Camp |
| GO | GO:0051873 | killing by host of symbiont cells | 0.000738 | 0.01307 | Elane/Camp |
| GO | GO:0051851 | modification by host of symbiont morphology or physiology | 0.0008 | 0.01391 | Elane/Ltf/Camp |
| GO | GO:0034612 | response to tumor necrosis factor | 0.001134 | 0.01759 | Ccl20/Lcn2/Ubd/Camp |
| GO | GO:0002237 | response to molecule of bacterial origin | 0.001139 | 0.01759 | Mpo/Elane/Lcn2/Ltf/Camp |
| GO | GO:0030593 | neutrophil chemotaxis | 0.001251 | 0.01901 | Ccl20/S100a8/S100a9 |
| GO | GO:0002573 | myeloid leukocyte differentiation | 0.001381 | 0.02038 | Ltf/Ubd/Gpr55/Prtn3 |
| GO | GO:0071347 | cellular response to interleukin-1 | 0.001384 | 0.02038 | Ccl20/Lcn2/Camp |
| GO | GO:0045638 | negative regulation of myeloid cell differentiation | 0.001478 | 0.02143 | Ltf/Ncapg2/Gpr55 |
| GO | GO:0002251 | organ or tissue specific immune response | 0.001538 | 0.02164 | Ltf/Camp |
| GO | GO:0030099 | myeloid cell differentiation | 0.001748 | 0.02389 | Ltf/Ubd/Ncapg2/Gpr55/Prtn3 |
| GO | GO:0002446 | neutrophil mediated immunity | 0.00212 | 0.02779 | Elane/Cd177 |
| GO | GO:0001818 | negative regulation of cytokine production | 0.002235 | 0.02833 | Mmp8/Elane/Prg2/Ltf |
| GO | GO:0071621 | granulocyte chemotaxis | 0.002246 | 0.02833 | Ccl20/S100a8/S100a9 |
| GO | GO:0030141 | secretory granule | 5.99E-07 | 0.00006 | Mpo/Elane/Tff3/Ngp/Ltf/Camp/Cd177/Prtn3 |
| GO | GO:0035325 | Toll-like receptor binding | 0.000434 | 0.00663 | S100a8/S100a9 |

**Supplementary Table 4.** The top 25 upregulated genes

| Gene_ID | Gene Name | log2FoldChange | pvalue | padj | -LOG10 adj |
| --- | --- | --- | --- | --- | --- |
| ENSMUSG00000032484 | Ngp | 12.46 | 4.63E-33 | 1.63E-28 | 27.787 |
| ENSMUSG00000038357 | Camp | 11.368 | 2.12E-25 | 9.36E-22 | 21.029 |
| ENSMUSG00000040809 | Chil3 | 10.542 | 6.13E-20 | 1.35E-16 | 15.869 |
| ENSMUSG00000020125 | Elane | 9.2825 | 9.72E-13 | 1.27E-09 | 8.896 |
| ENSMUSG00000009350 | Mpo | 9.2395 | 1.52E-12 | 1.85E-09 | 8.733 |
| ENSMUSG00000032496 | Ltf | 8.6531 | 1.61E-27 | 1.90E-23 | 22.722 |
| ENSMUSG00000005800 | Mmp8 | 7.8429 | 1.09E-06 | 0.000557 | 3.254 |
| ENSMUSG00000026835 | Fcnb | 7.7843 | 1.61E-06 | 0.000739 | 3.131 |
| ENSMUSG00000049608 | Gpr55 | 7.7843 | 1.61E-06 | 0.000739 | 3.131 |
| ENSMUSG00000027073 | Prg2 | 7.5925 | 8.28E-06 | 0.003108 | 2.508 |
| ENSMUSG00000092600 | Gm20442 | 7.5225 | 1.27E-05 | 0.004475 | 2.349 |
| ENSMUSG00000052212 | Cd177 | 5.9831 | 2.69E-11 | 2.88E-08 | 7.541 |
| ENSMUSG00000056054 | S100a8 | 5.751 | 1.96E-24 | 7.67E-21 | 20.115 |
| ENSMUSG00000056071 | S100a9 | 5.6249 | 9.80E-26 | 5.50E-22 | 21.260 |
| ENSMUSG00000026166 | Ccl20 | 5.2445 | 5.96E-11 | 5.84E-08 | 7.234 |
| ENSMUSG00000044313 | Mab21l3 | 5.1778 | 6.64E-07 | 0.000366 | 3.437 |
| ENSMUSG00000022651 | Retnlg | 4.6881 | 5.58E-13 | 7.57E-10 | 9.121 |
| ENSMUSG00000018126 | Baiap2l2 | 3.9254 | 8.61E-07 | 0.000447 | 3.350 |
| ENSMUSG00000038677 | Scube3 | 3.7187 | 1.38E-08 | 1.11E-05 | 4.957 |
| ENSMUSG00000023247 | Guca2a | 3.6187 | 3.67E-07 | 0.000223 | 3.651 |
| ENSMUSG00000000031 | H19 | 3.554 | 3.45E-14 | 5.53E-11 | 10.257 |
| ENSMUSG00000017737 | Mmp9 | 3.3326 | 1.56E-06 | 0.000739 | 3.131 |
| ENSMUSG00000024029 | Tff3 | 3.2621 | 1.73E-11 | 1.97E-08 | 7.706 |
| ENSMUSG00000024857 | Cabp2 | 3.2145 | 1.38E-05 | 0.004776 | 2.321 |

**Supplementary Table 5.** The top 25 downregulated genes

| Gene_ID | Gene Name | log2FoldChange | pvalue | padj | -LOG10 adj |
| --- | --- | --- | --- | --- | --- |
| ENSMUSG00000038092 | Hsd3b5 | -5.2513 | 4.43E-19 | 9.18E-16 | 15.04 |
| ENSMUSG00000096688 | Mup17 | -4.5131 | 1.41E-17 | 2.77E-14 | 13.56 |
| ENSMUSG00000062061 | Obp2a | -10.189 | 1.08E-16 | 1.90E-13 | 12.72 |
| ENSMUSG00000073842 | Mup7 | -4.0197 | 3.40E-16 | 5.72E-13 | 12.24 |
| ENSMUSG00000078686 | Mup9 | -3.3264 | 2.12E-13 | 2.99E-10 | 9.52 |
| ENSMUSG00000005716 | Pvalb | -9.4468 | 1.59E-12 | 1.87E-09 | 8.73 |
| ENSMUSG00000038239 | Hrc | -8.6915 | 3.92E-10 | 3.64E-07 | 6.44 |
| ENSMUSG00000066153 | Mup21 | -2.7964 | 2.33E-10 | 2.22E-07 | 6.65 |
| ENSMUSG00000025488 | Cox8b | -8.5617 | 1.68E-09 | 1.52E-06 | 5.82 |
| ENSMUSG00000061462 | Obscn | -3.4609 | 4.06E-09 | 3.49E-06 | 5.46 |
| ENSMUSG00000030785 | Cox6a2 | -3.9758 | 1.97E-08 | 1.54E-05 | 4.81 |
| ENSMUSG00000019787 | Trdn | -8.0449 | 1.67E-07 | 0.000116 | 3.94 |
| ENSMUSG00000030592 | Ryr1 | -4.0261 | 1.79E-07 | 0.000122 | 3.92 |
| ENSMUSG00000042248 | Cyp2c37 | -2.2716 | 2.12E-07 | 0.000141 | 3.85 |
| ENSMUSG00000038576 | Susd4 | -2.6898 | 4.02E-07 | 0.000237 | 3.63 |
| ENSMUSG00000027556 | Car1 | -2.8453 | 4.33E-07 | 0.000246 | 3.61 |
| ENSMUSG00000078683 | Mup1 | -2.6585 | 5.65E-07 | 0.000316 | 3.50 |
| ENSMUSG00000028445 | Enho | -2.6398 | 7.01E-07 | 0.00038 | 3.42 |
| ENSMUSG00000067225 | Cyp2c54 | -2.1462 | 7.70E-07 | 0.000411 | 3.39 |
| ENSMUSG00000040583 | Cyp2b13 | -2.212 | 1.36E-06 | 0.000683 | 3.17 |
| ENSMUSG00000000739 | Sult5a1 | -2.5624 | 1.51E-06 | 0.000739 | 3.13 |
| ENSMUSG00000094793 | Mup12 | -2.5893 | 1.65E-06 | 0.000746 | 3.13 |
| ENSMUSG00000047517 | Dmbt1 | -4.85 | 2.93E-06 | 0.001263 | 2.90 |
| ENSMUSG00000073840 | Mup-ps2 | -2.7656 | 2.94E-06 | 0.001263 | 2.90 |
| ENSMUSG00000022097 | Sftpc | -2.4279 | 4.70E-06 | 0.001973 | 2.70 |

**Supplementary Table 6.** Key Resources Table

| **Reagent or Resource** | **Source** | **Identifier** |
| --- | --- | --- |
| **Antibodies** |  |  |
| alpha SMA | Abcam | Cat# ab5694, RRID:AB_2223021 |
| Myeloperixdase | Abcam | Cat# ab65871, RRID:AB_1139421 |
| Ki-67 (SP6) | Dignostic BioSystems | Cat# RMAB004, RRID:AB_2142363 |
| F4/80 (SP115) | Sigma | Cat# SAB5500103 |
| MUP | Santa Cruz | Cat# Sc-166429, RRID:AB_2017298 |
| Caspase-3 | Cell signaling | Cat# 14220, RRID:AB_2798429 |
| Alpha Tubulin | Sigma | Cat# T5168, RRID:AB_477579 |
| IRDye® 680RD Goat anti-Mouse IgG | LiCor | Cat# 925-68070, RRID AB_2651128 |
| IRDye® 800CW Goat anti-Mouse IgG | LiCor | Cat# 925-32210, RRID AB_2687825 |
| IRDye® 800CW Goat anti-Rabbit IgG | LiCor | Cat# 925-32211,RRID AB_ 2651127 |
|  |  |  |
| **Animals** |  |  |
| Albumin-Cre | The Jackson Laboratory | 003574 |
| Rosa26-LSL-rtTA | The Jackson Laboratory | 005670 |
| TRE-ETP | PMID: 24647224 | N/A |
| PEPCK-SREBP1a | PMID: 8833906 | N/A |
|  |  |  |
| **Commercial Assay** |  |  |
| Mouse Insulin ELISA | ALPCO | Cat# 80-INSMSU-E01 |
| Mouse Golm1 ELISA | LSBio | Cat# LS-F7965 |
| Mouse AFP ELISA | R&D Systems | Cat# MAFP00 |
| Mouse TGF beta ELISA | R&D Systems | Cat# DY1679 |
| Hydroxyproline Colorimetric Assay | BioVision | Cat# K555 |
| NEFA-HR(2) Assay | Wako Diagnostics | Cat# 434-91795 |
| Glycerol Assay | Sigma | Cat# F6342 |
| Total Cholesterol Assay | Thermo Fischer | Cat# TR13421 |
| TUNEL | Merck | Cat# S7100 |
|  |  |  |
| **Software** |  |  |
| Prism7 | GraphPad | https://www.graphpad.com/scientific-software/prism/ |
| Image Studio | LiCor | Ver 5.2.5 |

How the deposited data were processed for this re-analysis (not part of the article)

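Liver RNA of S1a/Ctrl and S1a/ETP mice on doxycycline for 10 months was measured by RNA sequencing, with the RNA of 3 mice pooled into 1 library per group. The paper states that RNA from 3 mice was used per group, and the series design states that it was pooled. The 2 libraries were matched to the groups by their labels and the series design.

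The authors deposited FPKM values, in 1 table with gene IDs, symbols, biotypes, coordinates and lengths. The paper's methods name sequencing by Novogene and edgeR for differential expression. The submitters' processing notes name STAR, HTSeq 0.6.1, StringTie 1.3.3b, DESeq2, edgeR 3.16.5, STAR-Fusion 1.5.0, GATK 4.1 and the mm10 genome build, without saying which step each was used for. The annotation release, the read filters and the strand setting are not given in the sources used here, so overlapping genes and near-identical copies, such as those of the *Mup*, Saa, Gstp and immunoglobulin families, are uncertain. Coordinates are those of the table. Of its IDs, 34490 were found in the gene names of the reference, 30676 of them under the same symbol.

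What was computed here began from the FPKM values. Multiplying a value by gene length and depth gave a whole number of reads for 100% of values within 0.01 reads, at 19245078 reads for S1a/Ctrl and 14538808 for S1a/ETP. The log2 ratio was taken with a pseudocount of 0.1 FPKM over genes with a mean of at least 0.1 FPKM, and the study's size threshold of 2-fold was used. The study's p-value threshold was not repeated, since 1 library per group gives no estimate of spread. Beside each ratio stands the 95% exact binomial (Clopper-Pearson) interval of the gene's reads in S1a/ETP out of its reads in both libraries. The interval and the floor of 3 reads for a gene at 0 cover counting error only, neither the spread between mice nor that of library preparation. Of the genes that passed the filter, 1382 had fewer than 10 reads in both libraries together, and their ratios are the least precise. The deeper S1a/Ctrl library detects low genes somewhat more readily.

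Before the data were examined, 48 gene lists of 539 genes were fixed, 12 taken from the study's text, figures and tables and 36 from textbook knowledge of liver, blood and neighboring tissues and of pathways. Of the listed genes, 4 were found by ID under an older symbol in the table and 2 were not matched. Each list is described by its median log2 ratio and, for the textbook lists, by how many of 10000 random lists of the same size, matched by deciles of mean FPKM (seed 1), had a median as high or as low. For some lists this was also done without the genes the study names, a comparison added after the data were seen. It describes the 2 libraries and is not a test of the conditions. Lists with small medians could also rank far out. Of 10000 random lists, 195 were as high as the housekeeping list at 0.16 and 308 as low as the hepatocyte list at −0.17. Genes named in the text follow a rule also set beforehand. It takes every gene the study names for the RNAseq and in its 10-month qPCR panels, whose printed values had been seen, and the 15 highest and 15 lowest ratios among genes with a symbol and a mean of at least 1 FPKM. It also takes up to 4 members of each list with the largest ratio and the 2 most abundant, *Col6a3* and *Srebf1*, and every *Mup* gene or pseudogene above the filter. Genes outside the rule are marked where they are named.

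The steps were tested on simulated data drawn from the gene shares and depths of the 2 libraries, with 200 changed genes. All simulated read counts and both depths were recovered, and the counting interval held the simulated ratio for 96.0% of 15717 unchanged genes. Of genes simulated with a 4-fold change, 100% of 46 passed the 2-fold size in the right direction, with 97.9% of 48 at 8-fold and 97.8% of 46 at 16-fold. At a simulated 2-fold change, 35.4% of 48 passed. Counting error alone placed 15 and 17 of 10840 unchanged genes with a mean of at least 1 FPKM past 2-fold higher and lower.

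Results were recomputed with pseudocounts of 1 and 0.01 FPKM, without the filter and with a filter of 1 FPKM, for protein-coding genes, with a 4-fold threshold, and after rescalings of the libraries. These were a median log2 ratio of 0, TPM, and the FPKM total without the 100 most abundant genes, which shifted all log2 ratios by −0.03, 0.07 and 0.03. Single genes were also compared as reads scaled to depth, and the *Mup* family by its FPKM sum. A minimum of 20 reads, a counting interval beyond 0 and the sum of *Mup* reads were added after the data were seen. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 8-month groups, the qPCR, protein, serum and tissue measurements of the paper were not analysed here.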

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

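The tests below were set before their results were seen, except the one on red cell genes of low baseline, which was chosen afterwards, and the paper's report that *Elane*, *Mpo* and *Prtn3* were higher had been read before any of them. Each result concerns genes that the paper does not discuss and whose list median lay at least 2-fold from 0 in the S1a/ETP pool against the S1a/Ctrl pool.

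Skeletal muscle genes that the study does not name had a median log2 ratio of −4.98 over 19 measured, 16 of them at least 2-fold lower in S1a/ETP (a median of −5.04 with 10 at their bound). Over the whole list of 22 the median was −4.87 (quartiles −5.83 and −1.88), and its most abundant genes were nearly confined to S1a/Ctrl, with *Tnnt3* at 22.9 and 0 FPKM, *Mb* at 22.8 and 0.0622, and *Acta1* at 17.9 and 0. Muscle tissue carried over with at least 1 S1a/Ctrl liver is therefore a candidate explanation, as tissue carried over brings all of its abundant transcripts, while 4 of the 22 genes were at 0.5 FPKM or more in S1a/ETP as well and 3 are named by the study. Against heart muscle stands the heart list, at −0.32 (quartiles −1.04 and 0.36) and 2.82 FPKM in all in S1a/Ctrl beside 151 for skeletal muscle, and against scaling the median of all genes with a mean of at least 1 FPKM, 0.029. Expression of muscle genes by liver cells and an effect of endotrophin on them stay open and untested, and a pool does not tell whether 1 mouse or all 3 carried the signal.

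Genes of neutrophil precursors that the study does not name, 3 of the 12 on the list, were *Ctsg*, *Ms4a3* and *Cebpe*, with 16, 7 and 7 reads in S1a/ETP and a median log2 ratio of 2.07 (1.78 with 2 at their bound). The red cell precursor list, which the liver itself expresses through its blood, was at −0.49 over 11 genes (quartiles −1.15 and −0.07). Its 6 members under 10 FPKM in S1a/Ctrl were at −0.92, and 3 of them were lower and none higher by counting interval. These values argue against marrow or spleen tissue, or blood formation of all lineages, in an amount that raises red cell genes. The list held 1986 FPKM in all in S1a/Ctrl, so a small amount could leave its median unmoved and stays open. Blood neutrophils as the sole source and granulocyte precursors in the S1a/ETP livers cannot be told apart and both stay open. *Elane*, *Mpo*, *Prtn3* and *Ctsg*, mRNAs made in precursors, had a median of 2.87 FPKM in S1a/ETP (1.10 to 5.08) and 0 in S1a/Ctrl, but the study names 3 of the 4 as higher in these libraries, and the genes it does not name have few reads. An effect of endotrophin is untested, since each condition has 1 pool.

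Of 11 genes of mature neutrophils that the study does not name, 6 were at least 2-fold higher and the median log2 ratio was 1.09, also with 2 at their bound. The 7 inflammatory monocyte genes, none of them named by the study, had a median of 1.06. The 24 genes of the S and G2/M phases that the study does not name had a median of 1.36, with 17 at least 2-fold higher.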

How the results depend on the processing

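No list median of at least 2-fold changed sign in any of 104 values under the alternatives, and 98 stayed at 2-fold or more. Over all 48 lists, 24 of 383 values moved by more than 1.5-fold. The heart list had no gene left with a mean of at least 1 FPKM. The 131 named genes at least 2-fold changed kept their sign in all 749 values, and 41 were below 2-fold with a pseudocount of 1 FPKM, as were 4 values under other alternatives. Their signs could not have changed, since a pseudocount keeps the sign and the rescalings shifted log2 ratios by only −0.03, 0.07 and 0.03. Of the other 137 named genes, 13 values near 0 took the other sign. Genes at least 2-fold higher and lower in S1a/ETP numbered 128 and 169 with a pseudocount of 1 FPKM, 241 and 203 with a mean of at least 1 FPKM, 630 and 469 among protein-coding genes and 264 and 338 at 4-fold. They numbered 454 and 358 with at least 20 reads and 639 and 548 with a counting interval beyond 0, both chosen after seeing the data. Fewer genes pass these by construction. The other alternatives gave 983 to 1363 higher and 951 to 1389 lower.

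With a pseudocount of 1 FPKM, which shrinks low genes, list medians were 2.94 for the study's neutrophil and IL17 genes, 1.93 for degranulation, 1.92 for migration, 2.13 for granule precursor genes, 0.54 for mature neutrophils, 0.75 for the cell cycle and −1.94 for skeletal muscle. With 0.01 FPKM, they were 5.20 for IL17 and for migration, 5.73 for degranulation, 7.26 for granule precursor genes, 3.13 for mature neutrophils and −7.40 for skeletal muscle. Over genes with a mean of at least 1 FPKM, they were 4.91 for IL17 (4 genes), 6.21 for granule precursor genes (7) and 4.52 for mature neutrophils (5), and without a filter −3.87 for skeletal muscle (25). The cause of these last shifts was not tested. The *Mup* family gave −1.60 by its FPKM sum, −1.58 by its reads scaled to depth (chosen after seeing the data) and −1.91 by its median. No paired analysis was possible because each group has 1 pooled library and no result comes from a test. Depth limits genes with few reads, such as *Cebpe* with 7 and 1.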

Differences from the paper's values

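Of the 24 genes of Supplementary Table 4 and the 25 of Supplementary Table 5, 14 and 20 had reads in both libraries, and none of these differed from the paper's log2 value by more than the larger of the counting error and 1.5-fold. The other 10 and 5 have only a bound, so their difference cannot be measured. All lay in the table's direction. For the genes with reads in both, the paper's value minus the value here ran from −0.23 to −0.04 in Supplementary Table 4 and from −0.04 to 0.10 in Supplementary Table 5. For genes at 0 in 1 library the paper prints a finite value where only a bound exists here, such as the paper's 12.4600 for *Ngp* beside a lower bound of 8.09 and the paper's −10.1890 for *Obp2a* beside a bound of −5.37. With a pseudocount of 0.1 FPKM, an alternative set before the data were examined, such genes came out smaller than the paper's, at 8.45 for *Ngp* and −6.85 for *Obp2a*.

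The paper presents Supplementary Table 4 as the top 25 higher genes and prints 24, and its Supplementary Table 5 as the top 25 lower genes. Ranked by the limit of the counting interval nearest to 0, a ranking chosen after the values were seen, 17 of the 24 highest genes are in Supplementary Table 4, and 10 of the 25 lowest are in Supplementary Table 5. Of the 15 others, 12 are on the skeletal muscle list. For example, *Hrc* with 58 reads in S1a/Ctrl and none in S1a/ETP is in Supplementary Table 5, while *Tnnt3* with 475 and none, *Acta1* with 493 and none and *Myh1* with 562 and none are not. *Pvalb*, with 98 and none, is listed in it. Other settings were not ranked.

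The paper reports 6 liver cancer markers as higher by qPCR in Fig. 3c, and 5 of the 6 had a higher value in the S1a/ETP pool here. The exception was *Gpc3*, the oncofetal proteoglycan glypican-3, at 1.62 FPKM in S1a/Ctrl and 1.12 in S1a/ETP, a log2 ratio of −0.50 [−1.07, 0.06] whose counting interval holds 0.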

Other observations

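Of 12 genes of bile acid synthesis and transport, 11 had a lower value in the S1a/ETP pool, 8 with a counting interval below 0 and 2 at least 2-fold lower, and the median log2 ratio was −0.38, a value that none of 10000 random lists of matched size and expression reached. *Cyp7a1*, the rate-limiting enzyme of the classical pathway, was at 26.0 FPKM in S1a/Ctrl and 11.0 in S1a/ETP, a log2 ratio of −1.23 [−1.35, −1.10], and *Cyp7b1*, of the alternative pathway, was at −1.62 [−1.75, −1.49]. *Cyp8b1*, the hydroxylase needed for cholic acid, was at −0.89 [−0.99, −0.78], while the sodium-dependent uptake transporter *Slc10a1* was at 0.01 [−0.04, 0.06]. Of 13 Cyp2c oxidases 4 were at least 2-fold lower, with a median of −0.39, led by *Cyp2c37* at −2.22 [−2.40, −2.05] and *Cyp2c54* at −2.10 [−2.26, −1.94], near-identical copies that can share reads. Both are in Supplementary Table 5, and over the other 11 the median was −0.14, with 2 at least 2-fold lower and 1274 of 10000 random lists as low. Among 11 pericentral genes the median was 0.13, but the abundant ethanol-metabolizing *Cyp2e1* was at 3050 and 1488 FPKM, a log2 ratio of −1.04 [−1.05, −1.02], and *Cyp1a2* was at −0.99 [−1.05, −0.92], with *Oat* at 0.59 [0.55, 0.62]. Periportal genes had a median of −0.09.

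Lipid synthesis genes had higher values without reaching 2-fold. Of 17 genes of fatty acid synthesis 15 were higher and none was 2-fold changed, with a median of 0.49, and the 21 genes of cholesterol synthesis and uptake were all higher with a median of 0.31. No random list of 10000 had as high a median as either. For housekeeping genes, at a median of 0.16, only 195 of 10000 did, so small medians can also rank high. *Acly*, which makes cytosolic acetyl-CoA, was at 0.90 [0.88, 0.93], the elongase *Elovl6* at 0.91 [0.87, 0.95] and the sterol reductase *Dhcr7* at 0.82 [0.76, 0.88]. Fatty acid oxidation genes had a median of −0.10, and genes of insulin signaling and glucose output −0.10, with *Igfbp1* at 0.96 [0.84, 1.08] and *Pck1* at −0.58 [−0.61, −0.55]. Interferon response genes had a median of 0.24, with 1 of 13, *Slfn9* at 2.01 [1.51, 2.50], at least 2-fold higher.

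Genes of the paper's 10-month qPCR panels were also read from the 2 pools, a different assay on RNA of 3 mice per group. In the inflammation panel of Fig. 2b the median of 8 measured genes was 0.46. Besides *Saa1* and *Saa2*, none of these was 2-fold changed, with *Ccl2* at 0.39 [−0.25, 1.02], *Tnf* at 0.13 [−1.08, 1.32], *Il1b* at 0.94 [−0.22, 2.05], *Ccl4* at −0.54 [−1.85, 0.73], *Lgals3* at 0.02 [−0.22, 0.25] and the F4/80 gene *Adgre1* at 0.53 [0.18, 0.89]. *Il6* had no read in either library. In the fibrosis panel of Fig. 2c all 5 measured genes were higher with a median of 0.42, and none was 2-fold changed. That median is the value of *Col6a3*, whose reads cannot be separated from those of the endotrophin transgene. *Col1a1* was at 2.49 and 4.98 FPKM, a log2 ratio of 0.97 [0.76, 1.19], *Col3a1* at 0.45 [0.35, 0.55], *Col6a1* at 0.36 [0.11, 0.62] and *Acta2* at 0.33 [−0.10, 0.76], and *Lox*, with 8 reads in S1a/ETP and none in S1a/Ctrl, was below the filter.

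In the cancer marker panel of Fig. 3c the median of 6 genes was 1.07, with *Golm1* at 0.99 [0.65, 1.33], *Tgfb1* at 0.65 [0.33, 0.98] and *Mki67* at 1.34 [1.02, 1.66]. *Afp* was at 2.67 FPKM in S1a/Ctrl and 6.07 in S1a/ETP, on 107 and 184 reads, and *Vil1* had 1 and 20 reads. The 5 proapoptotic genes of Supplementary Fig. 4a had a median of 0.13 and none was 2-fold changed. The 8 lipid genes of Supplementary Fig. 4e and 4f, where the paper states no change, had a median of 0.19 and none was 2-fold changed. Of these, *Acaca* was at 0.94 [0.88, 0.99], *Fasn* at 0.73 [0.71, 0.74], *Scd1* at 0.31 [0.31, 0.32] and *Fabp1* at −0.20 [−0.22, −0.19].

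Genes of other tissues and controls were read as well. The brown fat list had a median of −0.35 over 5 genes, with 2 at least 2-fold lower that muscle also expresses, *Cox8b* with 53 and 0 reads and *Cox7a1* at −2.07 [−2.64, −1.54]. Without *Cox8b*, which the study lists as lower, the brown fat median was 0.04 over 4 genes. The lung list was at −0.64 over 7, with the surfactant gene *Sftpc* at 8.98 and 1.71 FPKM, a log2 ratio of −2.33 [−3.03, −1.67]. The pancreas list was at −0.13 over 2 genes, with *Cela1* at −0.84 [−1.03, −0.64]. Among red cell precursor genes, *Car1* was at −2.66 [−3.47, −1.90] and *Klf1* at −1.46 [−2.40, −0.54]. Housekeeping genes had a median of 0.16, with *B2m*, the qPCR reference of the paper, at 0.00 [−0.02, 0.02]. Of the genes that tell male from female RNA, the X gene *Xist* was below the filter. The 4 measured Y genes had a median of −0.24, all 4 below 0 and 3 with a counting interval below 0, with *Ddx3y* at 13.0 and 10.3 FPKM. The model list of *Col6a3*, *Srebf1*, *Srebf2*, *Pck1* and *Alb* had a median of 0.17.

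*Mup* genes and some other genes higher in male liver were lower in the S1a/ETP pool. Of 17 male-biased genes outside the *Mup* family, 5 were at least 2-fold lower and 1 higher with a median log2 ratio of −0.38, but without the 3 genes the study names the median was −0.07, so that part of the pattern rests on few genes. Against a lower share of hepatocyte RNA stands the hepatocyte list at −0.17 (quartiles −0.38 and −0.01), against reads moved between *Mup* copies the family's FPKM sum at −1.60 and its reads, scaled to depth, at −1.58, against a shift to the female pattern the female-biased list at −0.36 (quartiles −0.75 and −0.02), and against female mice in the pool *Xist* at 0.0116 FPKM in S1a/ETP and 0.0351 in S1a/Ctrl. These tests were set before their results were seen, except the sum of reads. An effect of endotrophin, of nodules or of growth hormone signaling on these genes may explain the pattern and was not tested, as each condition has 1 pool.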
